# RUNX1 marks a luminal castration-resistant lineage established at the onset of prostate development

**DOI:** 10.7554/eLife.60225

**Published:** 2020-10-07

**Authors:** Renaud Mevel, Ivana Steiner, Susan Mason, Laura CA Galbraith, Rahima Patel, Muhammad ZH Fadlullah, Imran Ahmad, Hing Y Leung, Pedro Oliveira, Karen Blyth, Esther Baena, Georges Lacaud

**Keywords:** RUNX1, prostate, development, proximal luminal cells, intrinsic castration-resistance, single-cell RNA-seq, Mouse

## Abstract

The characterization of prostate epithelial hierarchy and lineage heterogeneity is critical to understand its regenerative properties and malignancies. Here, we report that the transcription factor RUNX1 marks a specific subpopulation of proximal luminal cells (PLCs), enriched in the periurethral region of the developing and adult mouse prostate, and distinct from the previously identified NKX3.1^+^ luminal castration-resistant cells. Using scRNA-seq profiling and genetic lineage tracing, we show that RUNX1^+^ PLCs are unaffected by androgen deprivation, and do not contribute to the regeneration of the distal luminal compartments. Furthermore, we demonstrate that a transcriptionally similar RUNX1^+^ population emerges at the onset of embryonic prostate specification to populate the proximal region of the ducts. Collectively, our results reveal that RUNX1^+^ PLCs is an intrinsic castration-resistant and self-sustained lineage that emerges early during prostate development and provide new insights into the lineage relationships of the prostate epithelium.

## eLife digest

The prostate is part of the reproductive organs in male mammals. Many of the cells lining the inside of the prostate – known as ‘luminal cells’ – need hormones to survive. Certain treatments for prostate cancer, including surgical and chemical castration, lead to fewer hormones reaching the prostate, which shrinks as luminal cells die. But some of these luminal cells are able to survive the damaging effects of castration, rebuilding the prostate upon treatment with hormones, which can lead to the cancer reappearing. It is unclear which type of luminal cells survive during periods without hormones and are responsible for regenerating the prostate.

RUNX1 is a protein responsible for switching genes on and off, and is usually found in blood cells, which it helps to mature and perform their roles, but has also been detected in tissues that depend on hormones. Since the luminal cells of the prostate rely on hormones, could RUNX1 also be present in these cells? To answer this question, Mével et al. used mice to determine where and when RUNX1 is found in prostate cells.

Mével et al. detected high levels of RUNX1 in a patch of luminal cells at the base of the prostate. Samples of these cells were taken for further testing from developing mouse embryos, healthy adult mice and mice in which the prostate was regenerating after surgical castration. Mével et al. found that these cells were a distinct subtype of luminal cells that were able to resist the effects of castration – they survived without hormones. Though these cells were present during the early stages of prostate embryonic development and in healthy adult prostate tissue, they were not responsible for rebuilding the prostate after castration.

Mével et al.’s results indicate that, in mice, RUNX1 may act as a marker for a subset of luminal cells that can survive after castration. Further probing the roles of these castration-resistant luminal cells in normal and cancerous prostate tissue may improve the outcome of patients with prostate cancer treated with hormone deprivation therapy.

## Introduction

The prostate is a glandular organ of the mammalian male reproductive system. In mice, prostate development starts during embryogenesis at embryonic day (E) 15.5–16.5 with the emergence of the first prostatic buds from the rostral end of the urogenital sinus (UGS) (Bhatia-Gaur et al., 1999; Georgas et al., 2015; Keil et al., 2012; Toivanen and Shen, 2017). These initial buds grow into the surrounding mesenchyme to develop postnatally and through puberty into a branched ductal network organized in distinct pairs of lobes, known as the anterior prostate (AP), dorsolateral prostate (DLP), and ventral prostate (VP) (Sugimura et al., 1986a). Each lobe has distinct branching patterns, histopathological characteristics, and is thought to contribute differently to the physiological function of the prostate. The differentiated epithelium of the adult prostate gland is mainly composed of basal and luminal cells, interspersed with rare neuroendocrine cells (Shen and Abate-Shen, 2010; Toivanen and Shen, 2017; Wang et al., 2001). Luminal cells form a layer of polarized tall columnar cells that depend on androgen signaling and produce the prostatic secretions. Basal cells act as a supportive layer located between the luminal cells and the surrounding stroma.

Despite being mostly quiescent under homeostatic conditions, the prostate gland encompasses incredible plasticity. In mice, surgical castration-induced prostate involution has proven an invaluable tool to identify progenitor castration-resistant cell populations, characterized by their ability to survive in the absence of androgens, and to fully regenerate an intact adult prostate after re-administration of testosterone (Barros-Silva et al., 2018; Kwon et al., 2016; McAuley et al., 2019; Tsujimura et al., 2002; Wang et al., 2015; Wang et al., 2009; Yoo et al., 2016). Such plasticity has also been shown in defined experimental conditions to stimulate regenerative properties of epithelial subpopulations, including transplantations (Barros-Silva et al., 2018; Burger et al., 2005; Lawson et al., 2007; Lukacs et al., 2010; Richardson et al., 2004; Wang et al., 2009; Xin et al., 2005; Yoo et al., 2016), injury repair (Centonze et al., 2020; Horton et al., 2019; Kwon et al., 2014; Toivanen et al., 2016), and organoid assays (Chua et al., 2014; Höfner et al., 2015; Karthaus et al., 2014). In addition, several studies have proposed that progenitor populations with distinct physiological roles and regenerative capacity reside at different locations within the prostate (Burger et al., 2005; Crowell et al., 2019; Goldstein et al., 2008; Goto et al., 2006; Kwon et al., 2016; Leong et al., 2008; McNeal, 1981; Tsujimura et al., 2002). However, the precise cellular hierarchy and how it is established during development remains controversial.

RUNX transcription factors (TF) are master regulators of lineage commitment and cell fate (Mevel et al., 2019). In particular, RUNX1 is essential for the ontogeny of the hematopoietic system and alterations of RUNX1 have been associated with a broad spectrum of hematological malignancies. Interestingly, increasing evidence implicates RUNX1 in the biology and pathology of hormone-associated epithelia (Lie-A-Ling et al., 2020; Riggio and Blyth, 2017; Scheitz and Tumbar, 2013), including breast (Browne et al., 2015; Chimge et al., 2016; Ferrari et al., 2014; van Bragt et al., 2014), uterine (Planagumà et al., 2004; Planagumà et al., 2006), ovarian (Keita et al., 2013), and prostate cancers (Banach-Petrosky et al., 2007; Scheitz et al., 2012; Takayama et al., 2015). Despite the documented importance of RUNX TFs and reports of RUNX1 in PCa, its expression in the normal prostate gland during development, homeostasis, and regeneration has not been explored.

In this study, we found that *Runx1* marks a discrete subset of luminal cells located in the proximal region of the prostatic ducts. Using mouse models, combined with lobe-specific single-cell transcriptomic profiling of adult, castrated, and developing prostates, we show that RUNX1^+^proximal luminal cells represent a distinct lineage established at the onset of prostate development, displaying intrinsic castration-resistant and self-sustaining properties.

## Results

### RUNX1 marks a subpopulation of prostate proximal luminal cells (PLCs)

We initially sought to characterize the expression pattern of *Runx1* in adult mouse prostate. While RUNX1 was detected in basal cells at multiple spatial locations, its expression was specifically high in a subset of luminal cells found in the proximal region of all three lobes, also known as periurethral (Figure 1A,B; Figure 1—figure supplement 1A,B). Sections were co-stained with NKX3.1, a master regulator of prostate development broadly expressed in luminal cells. Using quantitative image-based cytometry (QBIC), we found that RUNX1 and NKX3.1 had a largely mutually exclusive expression pattern, with a sharp transition from RUNX1^+^ NKX3.1^-^ to RUNX1^-^ NKX3.1^+^ cells in the proximal region (Figure 1A,B; Figure 1—figure supplement 1A,B). These proximal luminal cells had a unique histological profile, with a compact organization, intense nuclear hematoxylin staining, and increased nuclear-to-cytoplasmic ratio (Figure 1—figure supplement 1C). In contrast, distal luminal cells had a large cytoplasm with intense pink eosin staining, likely reflecting their secretory function. These observations suggest that RUNX1 marks a subset of proximal luminal cells, distinct from the abundant NKX3.1^+^ luminal population lining the rest of the prostate epithelium.

**Figure 1.**
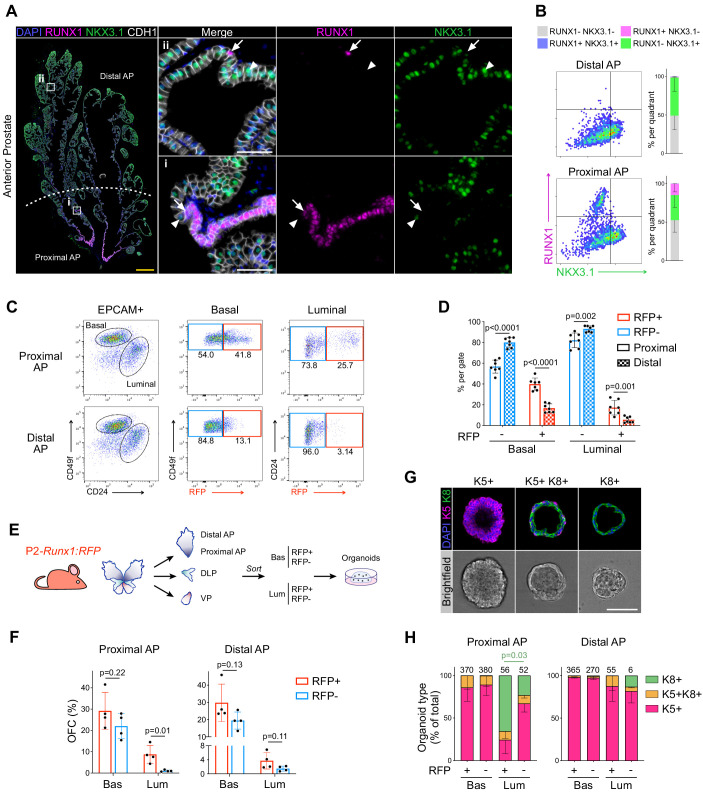
RUNX1 marks a subpopulation of mouse proximal prostate luminal cells (PLCs). (**A**) Co-immunostaining of RUNX1, NKX3.1, CDH1 in the mouse Anterior Prostate (AP). Higher magnification images of (**i**) proximal AP and (ii) distal AP are shown. Arrows indicate RUNX1^+^ NKX3.1^-^ cells, arrowheads show RUNX1^-^ NKX3.1^+^ cells. Scale bars: 500 µm (yellow) and 50 µm (white). (**B**) Quantification of RUNX1 and NKX3.1 nuclear intensity (log_10_) in CDH1^+^ epithelial cells by QBIC in proximal and distal AP. *n* = 6–8 mice. (**C, D**) Flow-cytometry analysis of P2-*Runx1*:RFP mice, and corresponding quantification of the percentages of RFP^+^ and RFP cells in the basal and luminal fractions of the proximal and distal AP. *n* = 7 mice. (**E**) Experimental strategy to grow organoids from sorted RFP^+^ and RFP cells from the basal (CD49f^high^) and luminal (CD24^high^) lineages of P2-*Runx1*:RFP mouse reporters. (**F**) Organoid Forming Capacity (OFC) of RFP^+^ and RFP^-^ basal and luminal sorted cells after 7 days in culture. *n* = 4 mice. (**G**) Whole-mount immunostaining of unipotent K5^+^, unipotent K8^+^ or multipotent K5^+^ K8^+^ organoids. Scale bar: 50 µm. (**H**) Quantification of the type of organoids characterized by whole-mount immunostaining, as in G. Numbers of organoids quantified are shown above the graph. p Value is indicated for the proportion of K8^+^ organoids between Proximal AP Luminal RFP^+^ versus RFP^-^ derived subset. Other comparisons were not statistically significant. *n* = 2 mice per group. Source files are available in Figure 1—source data 1. Figure 1—source data 1.Source data files for Figure 1.

**Figure 1—figure supplement 1.**
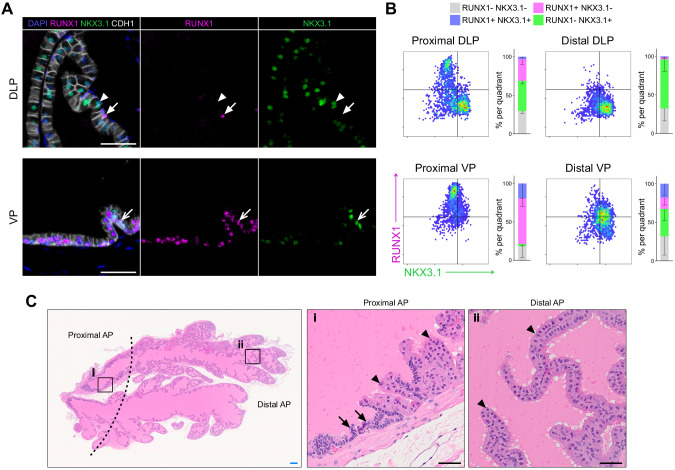
RUNX1 is enriched in the mouse prostate epithelium. (**A**) Co-immunostaining of RUNX1, NKX3.1, CDH1 in the mouse DLP (top) and VP (bottom). Closed arrows indicate RUNX1^+^ NKX3.1^-^ cells, chevron arrows indicate rare RUNX1^+^ NKX3.1^+^ cells, arrowheads show RUNX1^-^ NKX3.1^+^ cells. Scale bars: 50 µm. (**B**) Quantification of RUNX1 and NKX3.1 nuclear intensity (log_10_) in CDH1+ epithelial cells by QBIC in proximal DLP (*n* = 3), distal DLP (*n* = 8), proximal VP (*n* = 3) and distal VP (*n* = 8). (**C**) H and E staining of the mouse AP. Higher magnification images of (**i**) proximal AP and (**ii**) distal regions are shown. Arrows show typical proximal luminal cells with condensed nuclei and cytoplasm, arrowheads show typical distal secretory luminal cells with enlarged cytoplasm and strong pink eosinophilic staining. Scale bars: 200 µm (blue) and 50 µm (black). Source files are available in Figure 1—figure supplement 1—source data 1. Figure 1—figure supplement 1—source data 1.Source data files for Figure 1—figure supplement 1.

**Figure 1—figure supplement 2.**
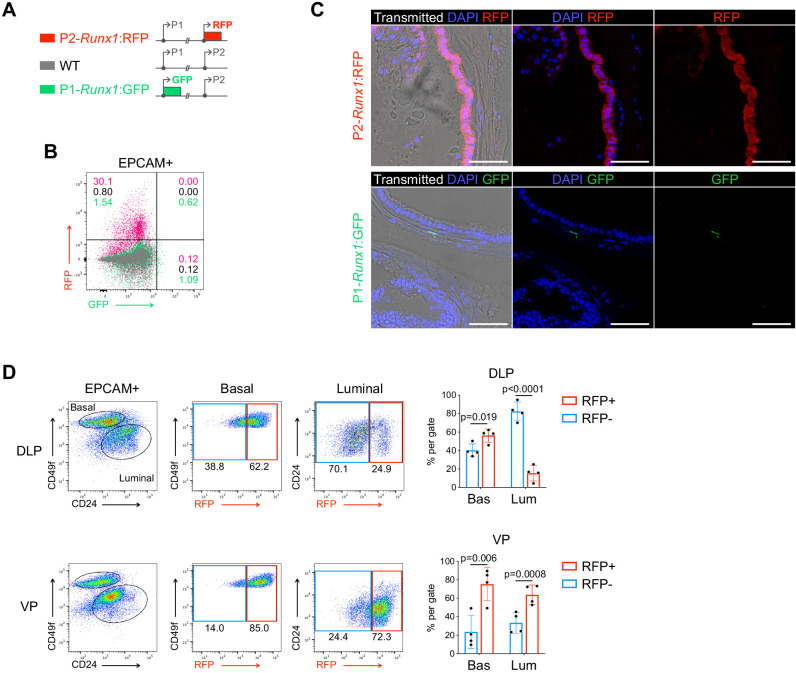
*Runx1* expression is mediated by the P2 promoter in the mouse prostate epithelium. (**A**) Schematic diagrams of the P2-*Runx1*:RFP reporter allele (top)*, Runx1* WT allele (middle), and P1-*Runx1*:GFP reporter allele (bottom). In P2-*Runx1*:RFP or P1-*Runx1*:GFP mice, expression of RFP or GFP is directed by *Runx1* proximal P2 or distal P1 promoter respectively. WT *Runx1* expression is directed by the remaining WT allele. (**B**) Flow-cytometry analysis of the epithelial EPCAM^+^ fraction of WT, P2-*Runx1*:RFP and P1-*Runx1*:GFP mice. Percentages are indicated in each quadrant gates. (**C**) Confocal images indicating P2-*Runx1*:RFP signal in the glandular epithelium (top), while P1-*Runx1*:GFP (bottom) activity is detected in the surrounding stroma. Scale bar: 50 µm. (**D**) Flow-cytometry analysis of P2-*Runx1*:RFP mice, and corresponding quantification of the percentages of RFP^+^ and RFP^-^ cells in the basal and luminal fractions of DLP (*n* = 4 mice) and VP (*n* = 4 mice) lobes. Source files are available in Figure 1—figure supplement 2—source data 1. Figure 1—figure supplement 2—source data 1.Source data files for Figure 1—figure supplement 2.

**Figure 1—figure supplement 3.**
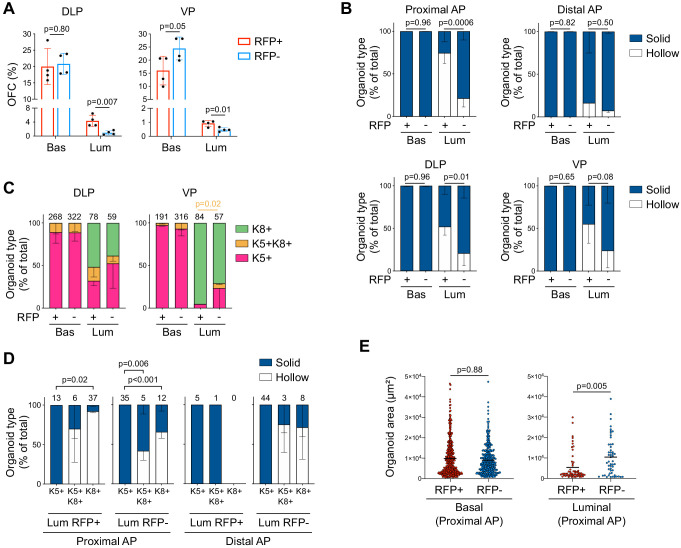
Characterization of P2-Runx1:RFP derived mouse prostate organoids. (**A**) Organoid Forming Capacity (OFC) of RFP^+^ and RFP^-^ basal and luminal sorted cells from DLP (left) and VP (right) cultured for 7 days. *n* = 4 mice. (**B**) Quantification of organoid morphologies determined by brightfield assessment. p Values are indicated only for statistically significant (p<0.05) comparisons between RFP^+^ versus RFP^-^ derived subsets. *n* = 4 mice. (**C**) Quantification of the type of organoids (pink: unipotent K5^+^, green: unipotent K8^+^, orange: multipotent K5^+^ K8^+^ organoids) characterized by whole-mount immunostaining. p Value is indicated for the proportion of K5^+^K8^+^ organoids between VP Luminal RFP^+^ versus RFP^-^ derived subset. Other comparisons were not statistically significant. *n* = 2 mice. (**D**) Quantification of organoid morphologies according to the type of organoids (unipotent K5^+^, unipotent K8^+^, multipotent K5^+^ K8^+^). Results are shown for luminal proximal and distal AP derived organoids. *n* = 2 mice. Numbers of organoids quantified are shown above the graph. Two-way ANOVA using Tukey’s multiple comparisons test was used for statistical analysis. (**E**) Quantification of the organoid area estimated from maximum projection of stacked images from basal (left) and luminal (right) fractions of the proximal AP. Numbers of organoids quantified are shown above the graph. Two-tailed Mann-Whitney test was used for statistical analysis. *n* = 2 mice. Source files are available in Figure 1—figure supplement 3—source data 1. Figure 1—figure supplement 3—source data 1.Source data files for Figure 1—figure supplement 3.

The proximal site of the prostate has been proposed to be enriched in cells with stem/progenitor properties (Goldstein et al., 2008; Kwon et al., 2016; Tsujimura et al., 2002; Yoo et al., 2016). In order to study the regenerative potential of *Runx1-*expressing cells ex vivo, we took advantage of isoform-specific fluorescent reporter mouse models of *Runx1* (Draper et al., 2018; Sroczynska et al., 2009). *Runx1* expression is controlled by two promoters, P1 and P2, that respectively drive the expression of the *Runx1c* and the *Runx1b* isoform (Mevel et al., 2019). We found that *Runx1* expression in the prostate was exclusively mediated by the proximal P2 promoter, in up to 30% of all epithelial EPCAM^+^ prostate cells (Figure 1—figure supplement 2A–C). Flow-cytometry profiling confirmed the enrichment of P2*-Runx1*:RFP in both basal (EPCAM^+^ CD49f^high^) and luminal (EPCAM^+^ CD24^high^) lineages of the proximal compared to the distal prostate (Figure 1C,D; Figure 1—figure supplement 2D). Mirroring our QBIC spatial analysis (Figure 1—figure supplement 1B), P2*-Runx1*:RFP was also detected in a large fraction of the VP epithelium (Figure 1—figure supplement 2D).

We therefore used the P2*-Runx1*:RFP mouse line to isolate *Runx1* positive (RFP^+^) and negative (RFP^-^) epithelial cells from the basal and luminal compartments of all three prostate lobes and evaluated their regenerative potential in organoid culture assays (Drost et al., 2016; Figure 1E). The proximal and distal regions of the AP were analyzed separately. In line with previous reports, basal cells were more efficient at forming organoids compared to all luminal fractions (Drost et al., 2016, Kwon et al., 2016). Importantly, in the luminal fraction, proximal RFP^+^ luminal cells of the AP consistently displayed higher Organoid Formation Capacity (OFC) than the RFP^-^ fraction (Figure 1F). Luminal RFP^+^ sorted cells of the DLP and VP also had a greater OFC than RFP^-^ cells (Figure 1—figure supplement 3A). In contrast, no significant differences in OFC were observed between basal enriched subsets and distal luminal RFP^+^ and RFP^-^ cells. Brightfield assessment revealed that virtually all organoids had a ‘solid’ aspect, except for the predominantly ‘hollow’ organoids derived from proximal RFP^+^ luminal cells (Figure 1—figure supplement 3B). To further characterize their lineage potential, we classified organoids into three types based on the expression of specific lineage markers: unipotent ‘basal-like’ Keratin 5^+^ (K5^+^), unipotent ‘luminal-like’ Keratin 8^+^ (K8^+^), or multipotent K5^+^ K8^+^ (Figure 1G,H; Figure 1—figure supplement 3C). Interestingly, AP proximal luminal RFP^+^-derived organoids were predominantly small unipotent K8^+^, while the remainder fraction mainly gave larger unipotent K5^+^ organoids (Figure 1H; Figure 1—figure supplement 3D–E). Few multipotent K5^+^ K8^+^ organoids were also identified in nearly all populations.

Together, our results show that RUNX1 marks a specific subset of proximal luminal cells (PLCs), and that its expression in the prostate is mediated by the P2 promoter. RUNX1^+^ PLCs have a particular predisposition to form unipotent K8^+^ hollow organoids, suggesting a lineage bias toward the luminal identity, and highlighting differences within the luminal compartment of proximal and distal regions.

### *Runx1*-expressing cells are enriched in the castrated prostate epithelium

In mice, androgen-deprivation can be modeled by surgical castration which leads to prostate regression and enriches for castration-resistant cells (Toivanen and Shen, 2017; Zhang et al., 2018). This process is accompanied by the death of luminal androgen-dependent cells and a small proportion of basal cells (English et al., 1987; Sugimura et al., 1986b). To track changes in *Runx1* expression following androgen withdrawal, we surgically castrated P2*-Runx1*:RFP mice and harvested tissue ≥4 weeks post-surgery (Figure 2A). While intact prostates contained 22.8 ± 6.0% RFP^+^ epithelial cells, their frequency increased to 87 ± 6.0% following castration (Figure 2B,C). High RUNX1 levels were no longer restricted to the proximal region, and RFP was detected in virtually all basal cells of the AP, DLP, and VP, as well as more than 75% of the luminal castration-resistant cells (Figure 2D; Figure 2—figure supplement 1A). RUNX1-expressing cells often co-expressed TROP2 (Figure 2E), known to be widely expressed in castrated prostate epithelium (Goldstein et al., 2008; Wang et al., 2007). Several castration-resistant luminal populations have been identified in mice (Barros-Silva et al., 2018; Kwon et al., 2016; McAuley et al., 2019; Tsujimura et al., 2002; Wang et al., 2015; Wang et al., 2009; Yoo et al., 2016), including rare castration-resistant *Nkx3-1*-expressing cells (CARNs). Accordingly, we observed low, but detectable, levels of NKX3.1 in some luminal cells, but only occasional RUNX1^+^ NKX3.1^+^ luminal cells in the distal regions of the castrated prostate (Figure 2D; Figure 2—figure supplement 1B,C). Importantly, the clear transition from RUNX1^+^ to NKX3.1^+^ cells identified in the proximal luminal layer of intact mice was conserved after castration (Figure 2D,ii).

**Figure 2.**
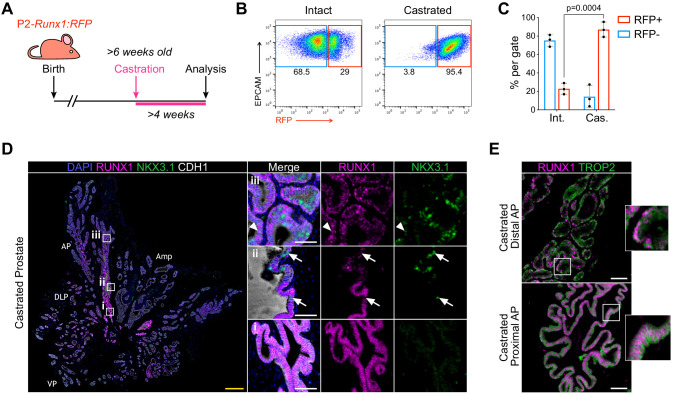
RUNX1-expressing cells are enriched in the castrated prostate epithelium. (**A**) P2-*Runx1*:RFP reporter mice were surgically castrated between 6 and 12 weeks of age and analyzed at least 4 weeks post-castration. (**B, C**) Flow-cytometry analysis and corresponding quantification of the proportion of RFP^+^ and RFP^-^ cells in the EPCAM^+^ fraction of intact and castrated prostates of P2-*Runx1*:RFP mice. *n* = 3 mice per group. Int: Intact, Cas: Castrated. (**D**) Co-immunostaining of RUNX1, NKX3.1, CDH1 in the castrated wild-type mouse prostate. Higher magnification images of (**i**) proximal, (**ii**) intermediate, and (**iii**) distal AP are shown. Arrows indicate RUNX1^-^ NKX3.1^+^ cells, arrowheads show a luminal cell co-stained for RUNX1 and NKX3.1. Amp: ampullary gland. Scale bars: 500 µm (yellow) and 50 µm (white). Int: Intact, Cas: Castrated. (**E**) Co-immunostaining of RUNX1 and TROP2 showing colocalization of the two markers in both proximal (bottom) and distal (top) castrated AP. Scale bars: 50 µm (white). Source files are available in Figure 2—source data 1. Figure 2—source data 1.Source data files for Figure 2.

**Figure 2—figure supplement 1.**
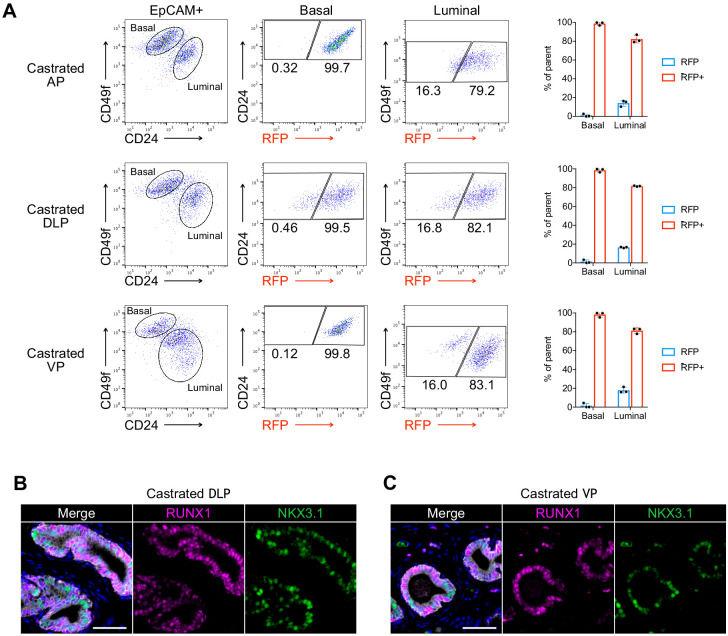
Characterization of RUNX1 expression in the castrated mouse prostate. (**A**) Flow cytometry analysis and corresponding quantifications of the basal and luminal EPCAM^+^ fraction from AP, DLP, and VP lobes of castrated P2-*Runx1*:RFP mice (*n* = 3). (**B, C**) Co-immunostaining of RUNX1, NKX3.1, CDH1 in castrated DLP (**B**) and VP (**C**) lobes. Scale bars: 50 µm (white). Source files are available in Figure 2—figure supplement 1—source data 1. Figure 2—figure supplement 1—source data 1.Source data files for Figure 2—figure supplement 1.

Together, these results show that RUNX1 is expressed in the majority of the castration-resistant cells. The RUNX1^+^ NKX3.1^-^ subset identified in the proximal luminal epithelium of the intact prostate remain NKX3.1^-^ following castration, supporting the notion that RUNX1^+^ PLCs constitute a distinct lineage from distal NKX3.1^+^ cells.

### scRNA-seq profiling of *Runx1*^+^ and *Runx1*^-^ cells in individual lobes of the intact and castrated prostate

To further characterize the RUNX1^+^ and RUNX1^-^ fractions residing at different anatomical locations of the prostate, we performed droplet-based single cell (sc)RNA-seq. We sorted EPCAM^+^ RFP^+^ and RFP^-^ cells from individually dissected lobes of intact and castrated prostates isolated from P2*-Runx1*:RFP reporter mice (Figure 3A). Sorted populations were multiplexed using MULTI-seq lipid-tagged indices to minimize technical confounders such as doublets and batch effects (McGinnis et al., 2019b). 

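Droplet-based scRNA-seq libraries (10x Genomics 3′ v3) were made in 3 independent runs from sorted EPCAM+ cells of P2-*Runx1*:RFP mice, in which RFP is directed by the proximal P2 promoter of *Runx1*. Run 1 pooled 4 intact and 4 castrated mice, run 2 pooled 3 intact and 5 castrated mice, and run 3 pooled 4 intact mice. RFP+ and RFP- cells of the anterior (AP), dorsolateral (DLP) and ventral (VP) lobes carried separate MULTI-seq barcodes, apart from the castrated lobes of run 1, which were pooled. Supplementary file 1 gives the barcode of each population, and the methods state that the intact DLP RFP+ barcode failed in runs 1 and 2. The authors processed the reads with Cell Ranger 3.1.0 on the mm10 reference, which is built on GRCm38, and the values are UMI counts of 31053 genes per cell, without normalization. From 99728507 reads in run 1, 246293295 in run 2 and 150328559 in run 3, the matrices hold 35051876, 86381807 and 40087244 UMIs in 2612, 6034 and 3028 cells. Cells with more than 750 detected genes, fewer than 7500 detected genes and less than 10% mitochondrial UMIs were kept, which left 1891, 4398 and 2243 cells. The methods give the upper limit of 7500 in UMIs, and that limit would leave 615, 1520 and 568 cells. A cell was assigned to a sorted population when exactly 1 barcode passed the thresholds of Supplementary file 1, which gave 824, 2194 and 1673 cells. Clusters were made in Seurat with the settings of the methods and named by marker genes that the paper lists, and their names end in "-like" because the clustering was redone. Runs served as replicates for intact mice: the UMI counts of all cells of a population were summed within each run and compared with edgeR's quasi-likelihood test. Of the castrated epithelial cells, 17 were from run 1 and the others from run 2, so intact and castrated cells were compared within run 2, with no replicate and no test.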

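Over the 3 runs, 4691 cells were assigned to 1 sorted population. Of these, 326 fell into hematopoietic-like clusters, 507 into endothelial-like, 93 into fibroblast-like and 34 into mesonephric-like clusters. The other 3731 cells were prostate epithelial, with a median of 2935 detected genes per cell. Among them, 2877 came from intact and 854 from castrated prostates. An endothelial-like cluster of 449 cells had an *Epcam* UMI in 84.9% and a UMI of an endothelial marker gene in 20.3% of its cells, against 10.3% and 22.4% in the other endothelial-like cluster and 38.8% and 3.6% in the larger hematopoietic-like cluster, the background here. Keeping it as epithelial, an alternative chosen after the data were seen, gave 4180 epithelial cells. The limit of 7500 UMIs per cell moved these counts most and left 1345 assigned and 1171 epithelial cells.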

We retrieved a total of 3825 prostate epithelial cells from all sorted populations, with a median of 2846 genes per cell (see Materials and methods; Figure 3—figure supplements 1 and 2A–G). 

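Louvain clustering of the prostate epithelial cells at a resolution of 0.3 gave 11 clusters. By the mean expression of their marker genes, 5 clusters were basal-like, and Lum-A-like, Lum-B-like, Lum-C-like, Lum-D-like, Lum-E-like and Lum-F-like had 1 cluster each. The basal-like population held 1720 cells and the luminal-like populations 2011 cells. Of the luminal-like cells, 570 were Lum-A-like, 411 Lum-B-like, 76 Lum-C-like, 488 Lum-D-like, 348 Lum-E-like and 118 Lum-F-like.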

We identified nine in silico computed clusters expressing canonical epithelial, basal, and luminal markers (Figure 3—figure supplement 2H–J). A large population of basal cells was annotated by merging three tightly connected subclusters broadly expressing *Krt5*, *Krt14,* and *Trp63* (Figure 3B–D; Figure 3—figure supplement 2E,J). Luminal populations expressed surprisingly heterogeneous levels of canonical luminal markers such as *Cd26*/*Dpp4, Cd24a*, *Krt8, and Krt18* (Figure 3—figure supplement 2I). 

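Expression was measured in intact cells as log2 CPM of the UMIs summed per cluster and run, with 3 runs for each population and 2 for Lum-C-like cells. *Dpp4* (chromosome 2, 62330073 to 62412231, GRCm38) was at 6.02 ± 0.14 (SD) in Lum-B-like, 4.85 ± 0.25 in Lum-D-like, 4.78 ± 0.05 in Lum-C-like and 3.40 ± 0.07 in Lum-A-like cells, against 0.32 ± 1.08 in basal-like cells. For *Cd24a* (chromosome 10, 43578284 to 43584265), Lum-B-like cells were at 9.53 ± 0.22 and Lum-D-like cells at 9.13 ± 0.11, whereas Lum-C-like cells were at 7.36 ± 0.39 and Lum-A-like cells at 6.30 ± 0.12, against 6.11 ± 0.27 in basal-like cells. *Krt8* (chromosome 15, 101996698 to 102004482) was at 11.01 ± 0.48 in Lum-D-like cells and between 8.65 ± 0.19 in Lum-C-like and 9.09 ± 0.32 in Lum-B-like cells in the other populations. The range of *Krt18* (chromosome 15, 102028180 to 102032027) was narrower, from 9.89 ± 0.10 in Lum-A-like to 10.63 ± 0.21 in Lum-B-like cells. Basal-like cells were at 9.37 ± 0.52 for *Krt8* and at 10.08 ± 0.54 for *Krt18*, within the range of the luminal-like populations. The differences between Lum-A-like and Lum-B-like cells in *Dpp4* and *Cd24a* were larger than the spread between runs. In hematopoietic-like cells, the background here for keratins, a *Krt18* UMI was found in 18.0%, 27.1% and 80.0% and a *Krt8* UMI in 15.4%, 20.5% and 80.0% of the cells of runs 1, 2 and 3, against at least 91.9% and 78.4% in every luminal-like population. Run 3 has 10 such cells, too few for a background level. On the log2 CPM scale, hematopoietic-like cells of runs 1 and 2 were at 9.28 and 7.71 for *Krt8* and 9.34 and 8.75 for *Krt18*. The *Krt8* means of Lum-A-like, Lum-B-like and Lum-C-like cells lay below the higher of the 2 *Krt8* values. Those sums rest on the 15.4% and 20.5% of hematopoietic-like cells with a *Krt8* UMI. They are therefore not an even background, and the comparison does not place luminal-like *Krt8* at background. Hematopoietic-like cells give no background level for *Dpp4*, of which up to 52.9% of them per run had a UMI against at most 2.61% of basal-like cells, nor for *Cd24a* (up to 57.1%).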

We annotated those distinct clusters as Luminal-A (Lum-A), Lum-B, Lum-C, Lum-D, Lum-E, and Lum-F (Figure 3B). Differential gene expression analysis revealed genes strongly associated with each luminal subpopulation (Figure 3C and D; Figure 3—figure supplement 3A; Supplementary file 2).

**Figure 3.**
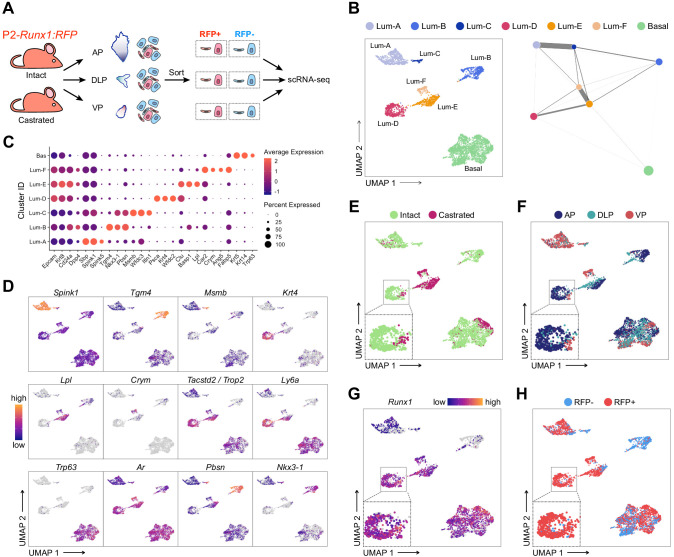
scRNA-seq profiling of intact and castrated *Runx1*^+^ cells reveals transcriptomic similarity between proximal luminal cells and castration-resistant cells. (**A**) Experimental strategy for scRNA-seq on RFP^+^ and RFP^-^ cells individually dissected lobes of intact and castrated prostates isolated from P2-*Runx1*:RFP reporter mice. (**B**) UMAP visualization (left) and graph-abstracted representation (PAGA, right) of prostate epithelial cells (*n* = 3,825 cells from three independent experiments). Colors represent different clusters. In PAGA, clusters are linked by weighted edges that represent a statistical measure of connectivity. (**C**) Dot plot showing the expression of selected marker genes associated with each cluster. (**D–H**) UMAP visualization of prostate epithelial cells. Cells in **D** and **G** are colored by a gradient of log-normalized expression levels for each gene indicated. Cell colors in **E** represent the treatment of origin (intact, castrated), in **F** individual lobes of origin (AP, DLP, VP), and in **H** RFP FACS gate of origin (RFP^+^, RFP^-^).

**Figure 3—figure supplement 1.**
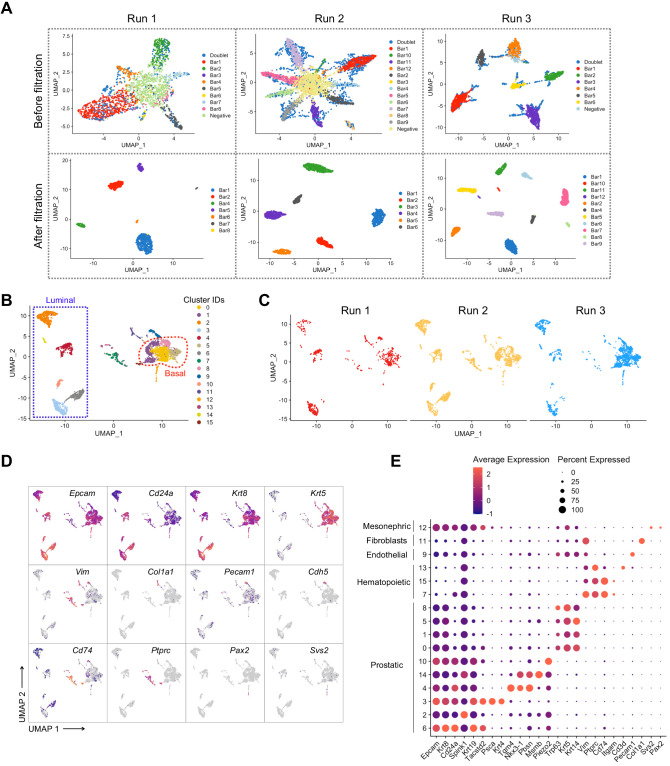
Pre-processing of the scRNA-seq dataset of adult intact and castrated mouse prostates. (**A**) UMAP visualization in MULTI-seq barcodes space for each independent experiment (Run 1: left, Run 2: middle, Run 3: right) before (top) and after (bottom) quality control and barcode filtration (see Materials and methods for details). (**B**) UMAP visualization of the integrated batch-corrected dataset (*n* = 4499 cells from three independent experiments). Colors represent different clusters. (**C**) UMAP visualization of the integrated batch-corrected dataset split and colored by individual experiment (Run 1: left, Run 2: middle, Run 3: right). (**D, E**) Example key marker genes used for cell type characterization. (**D**) UMAP visualization of the integrated batch-corrected dataset. Cells are colored by a gradient of log-normalized expression levels for each gene indicated. (**E**) Dot plot showing the expression of selected marker genes associated with each cluster. Cells corresponding to the prostatic clusters were kept for downstream analyses.

**Figure 3—figure supplement 2.**
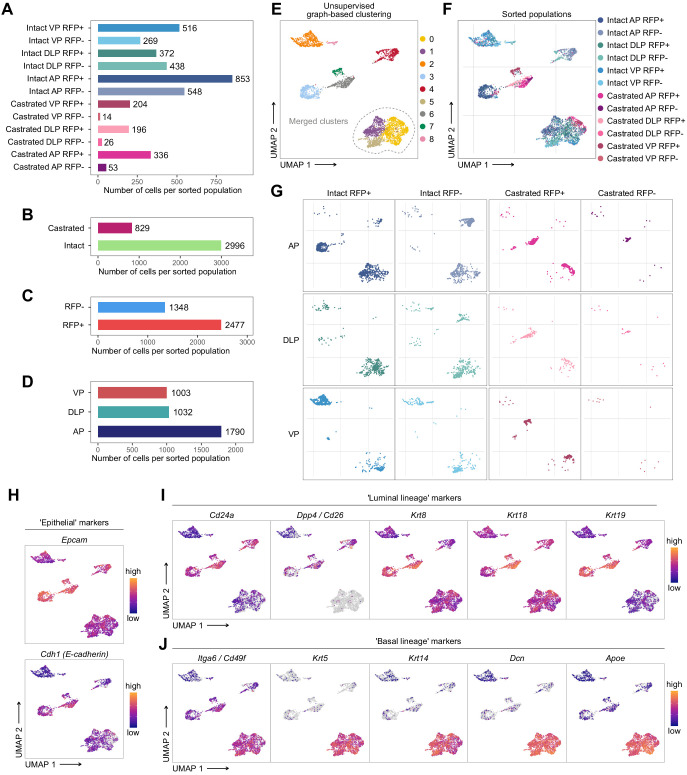
Characterization of the scRNA-seq prostate epithelial subset. (**A–D**) Number of cells present in the prostate epithelial subset. In **A** colors correspond to phenotypic sorted populations, in **B** treatment of origin, in **C** RFP FACS gate of origin, in **D** individual lobes. (**E, G**) UMAP visualization of prostate epithelial cells. Cells in **E** are colored by clusters. Clusters 0, 1, and 5 were merged together. In **F** and **G** colors represent phenotypic sorted populations. (**H–J**) Cells are colored by a gradient of log-normalized expression levels for each gene. Canonical epithelial markers are shown in **H**, luminal lineage markers in **I**, and basal lineage markers in **J**.

**Figure 3—figure supplement 3.**
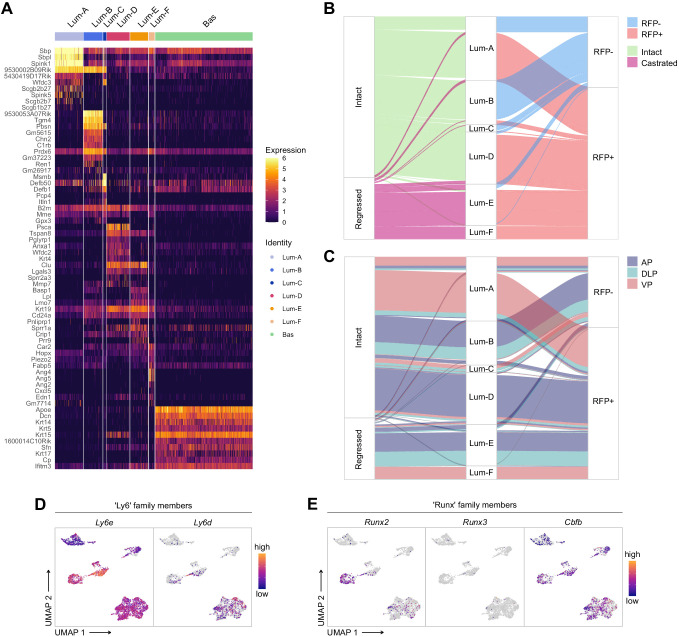
Characterization of the scRNA-seq prostate epithelial dataset. (**A**) Heatmap of the 10 most differentially upregulated genes per cluster. (**B, C**) Sankey diagrams summarizing the proportion of cells and between phenotypic groups. (**D, E**) Cells are colored by a gradient of log-normalized expression levels for each gene. **D** shows the expression of Ly6 family members, and in **E** RUNX family members are shown.

**Figure 3—figure supplement 4.**
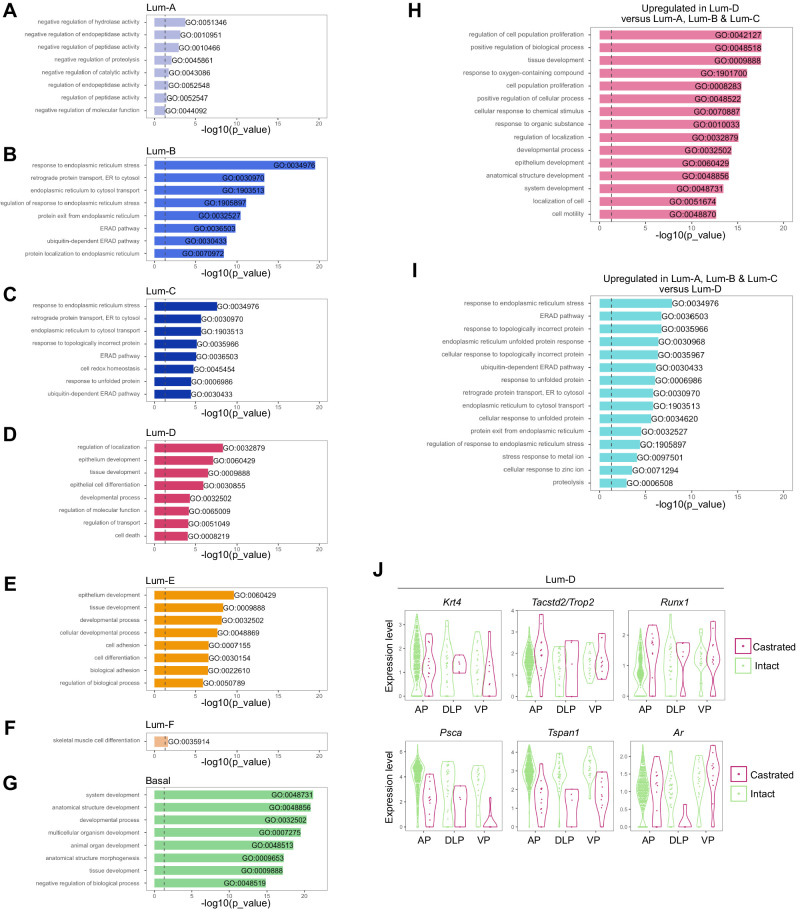
Gene Ontology and differential expression analysis within the scRNA-seq prostate epithelial dataset. Bar plots of the eight most significantly (g:Profiler adjusted p-value<0.05) enriched gene ontology (GO) terms (GO:BP, Biological Processes) using the list of differentially upregulated genes specific to (**A**) Lum-A, (**B**) Lum-B, (**C**) Lum-C, (**D**) Lum-D, (**E**) Lum-E, (**F**) Lum-F, and (**G**) Basal clusters. (**H, I**) Fifteen most enriched GO terms (g:Profiler adjusted p-value<0.05) for genes upregulated in the Lum-D cluster against combined Lum-A, Lum-B, and Lum-C clusters in **H**. Results of the opposite comparison are shown in **I**. (**J**) Violin plots showing the expression levels of specific genes within the Lum-D cluster. Data are split and colored by treatment for each lobe. The expression of *Krt4*, *Tacstd2*/*Trop2* and *Runx1* does not vary upon treatment, while Androgen Receptor (AR) regulated genes such as *Psca* and *Tspan1* are downregulated after castration.

Initially, we sought to evaluate the effect of androgen withdrawal on lobe-specific cellular heterogeneity. Lum-A/B/C/D were largely enriched in luminal cells originating from intact prostates, whereas Lum-E/F contained mainly castrated luminal cells (Figure 3E; Figure 3—figure supplement 3B). 

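Castrated and intact luminal-like cells of run 2 were compared through the nearest neighbours of each cell in the integrated principal components, which uses no cluster names. Of 1099 luminal-like cells, 534 (48.6%) were from castrated mice. Among the 20 nearest neighbours of the castrated cells, 89.8% were castrated, which is 1.85 times their share and 80.1% of the way from random mixing to full separation. At least 1 intact cell was found among the 20 neighbours of 24.7% of the castrated luminal-like cells. With the limit of 7500 UMIs per cell, the alternative that moved this value most, the separation was 59.1% of the way. Cell numbers by treatment were compared where the marker genes that named a cluster differed by less than 1 log2 unit between treatments. The Lum-A-like cluster, whose marker genes differed by at most 0.10, held 260 cells with an intact and 49 with a castrated barcode in run 2. Errors of barcode assignment among them were not tested. The Lum-B-like cluster, with a largest difference of 0.78, held 173 intact and 12 castrated cells. In Lum-D-like cells the largest difference was 1.09, and Lum-C-like, Lum-E-like and Lum-F-like cells had fewer than 10 cells of 1 treatment, so their numbers were not compared. The numbers of sorted cells were chosen by the authors, so these counts describe the libraries rather than the tissue.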

Interestingly, Lum-A/C/F mainly contained VP cells, while Lum-B/D/E had a majority of AP and DLP cells, indicating that the lobular identity of luminal cells in the intact prostate is conserved following castration (Figure 3F; Figure 3—figure supplement 3C). These results suggest that a subset of intact Lum-A/C might undergo partial reprogramming during castration-induced regression and gives rise to the Lum-F cluster. Similarly, surviving Lum-B/D may predominantly reprogram into Lum-E cells upon castration. 

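The lobe of each cell was read from its MULTI-seq barcode, and shares are given with Wilson 95% confidence intervals, which cover counting error alone. Among 521 intact Lum-A-like cells, 431 were VP cells (82.7%, 79.2% to 85.7%), with 87.5%, 83.1% and 81.0% in runs 1, 2 and 3. Among 399 intact Lum-B-like cells, 394 were AP or DLP cells (98.8%, 97.1% to 99.5%). Of 76 intact Lum-C-like cells, 42 were VP cells (55.3%, 44.1% to 65.9%) and 40.8% were DLP cells. The VP share of Lum-C-like cells was 68.8% in run 2 and 40.0% in run 3. Only run 3 has an intact DLP RFP+ barcode, but 4 of its 40 Lum-C-like cells carried it, against 18 DLP RFP- cells. In castrated cells of run 2, 329 of 330 Lum-E-like cells were AP or DLP cells (99.7%), and 104 of 111 Lum-F-like cells were VP cells (93.7%). Castrated Lum-A-like and Lum-D-like cells differed in lobe from the intact cells of their cluster. Of 49 Lum-A-like cells with a castrated barcode, 15 were VP cells (30.6%, 19.5% to 44.5%). Their median of 48790 UMIs was near the 46310 of intact Lum-A-like cells of run 2. Whether intact cells were given castrated barcodes was not tested, so the lobes of these 49 cells are less certain. Of the castrated Lum-D-like cells 37.5% (22.9% to 54.8%) were VP cells, against 4.64% of intact Lum-D-like cells. Of castrated Lum-B-like cells, 11 of 12 were AP or DLP cells (91.7%, 64.6% to 98.5%), close to the intact share. Within run 2, 82.2% of the 20 nearest intact luminal-like cells of castrated VP luminal-like cells were VP cells, against 44.1% of all intact luminal-like cells. For castrated AP cells the share of AP cells was 49.6% against 44.4%, and for castrated DLP cells the share of DLP cells was 16.1% against 11.5%. All intact DLP cells of run 2 were RFP-, because the RFP+ barcode failed. Most castrated DLP cells were RFP+, with 124 RFP+ and 13 RFP- cells among Lum-E-like cells. The DLP share therefore cannot show whether lobe identity was kept.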

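For each castrated Lum-F-like cell of run 2, the 20 nearest intact luminal-like cells of the same run were taken in the integrated principal components. Lum-A-like cells made up 88.3% of these neighbours and 46.0% of the intact luminal-like cells. Lum-A-like and Lum-C-like cells together made up 90.1% of the neighbours and 51.7% of the intact luminal-like cells. Lum-D-like cells were 2.88% of the neighbours, and Lum-B-like cells were 1.08%. The only intact Lum-F-like cell of run 2 made up 5.00% of the neighbours, the most that 1 cell can, and 0.177% of the intact luminal-like cells. Nearness in 1 run measures similarity of expression and carries no direction in time.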

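The nearest intact cells of the castrated Lum-E-like cells of run 2, found in the same way, were less uniform. Lum-D-like cells made up 39.3% of them, against 17.2% of the intact luminal-like cells. The share of Lum-B-like cells was 13.9%, below their 30.6% of the intact luminal-like cells. Together, Lum-B-like and Lum-D-like cells were 53.2% of the neighbours and 47.8% of the intact luminal-like cells, and Lum-A-like cells were 29.1% of the neighbours. Of the castrated Lum-E-like cells, 41.5% were DLP cells. Run 2 had no working intact DLP RFP+ barcode, so part of their intact counterpart is missing from the neighbours. The 2 intact Lum-E-like cells and the 1 intact Lum-F-like cell made up 5.30% and 4.77% of the neighbours, against 0.354% and 0.177% of the intact luminal-like cells, the highest ratios of all populations. No replicate of this comparison exists.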

Alternatively, the small fraction of intact cells observed in Lum-E and Lum-F clusters might give rise to the expanded Lum-E/F clusters upon castration. In contrast to luminal cells, castrated basal cells were minimally affected by androgen-deprivation and clustered together with intact basal cells (Figure 3E). 

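Of 610 basal-like cells of run 2, 303 (49.7%) were from castrated mice. Castrated cells made up 84.9% of the 20 nearest neighbours of the castrated basal-like cells, 1.71 times their share and 70.0% of the way from random mixing to full separation. At least 1 intact cell was among the 20 neighbours of 69.6% of the castrated basal-like cells. With 50 neighbours this share was 95.05%, against 36.14% of castrated luminal-like cells, while the basal-like separation was 70.9% of the way. With HTODemux rerun in place of the thresholds of Supplementary file 1, the separation was 57.6% of the way, and with the endothelial-like cluster in which most cells have an *Epcam* UMI kept as epithelial it was 68.9%. Among the 5 basal-like clusters, 1 held 256 castrated cells among its 276 cells of run 2 (92.8%), and the others held 30 of 194, 9 of 115, 8 of 18 and 0 of 7. The marker genes that named the basal-like population differed by at most 0.64 log2 units between treatments. Castrated and intact cells came from separate pools of mice within 1 run, so pool and treatment cannot be told apart here.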

Overall, these results highlight the dramatic changes occurring upon androgen deprivation in the representation of distinct luminal subpopulations.

### *Runx1*-expressing luminal cells are transcriptionally similar to castration-resistant cells

We next specifically focused our attention on RUNX1^+^ luminal cells. The Lum-D cluster predominantly consisted of AP-derived RFP^+^ cells, as well as a small number of RFP^+^ DLP and VP cells (Figure 3F,H; Figure 3—figure supplements 2E, 3B and C). 

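Of 453 intact Lum-D-like cells of the 3 runs, 392 were AP RFP+ cells (86.5%, Wilson 95% confidence interval 83.1% to 89.4%). RFP+ cells of any lobe made up 94.5% of them. There were 32 DLP cells (7.06%) and 21 VP cells (4.64%). Leaving out each run in turn gave AP RFP+ shares between 83.7% and 87.6%. The limit of 7500 UMIs per cell moved this share most, to 74.8%. Run 3 contributed 17 DLP RFP+ cells, and that population had no working barcode in the other runs.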

High *Runx1* expression in Lum-D correlated with higher levels of *Tacstd2*/*Trop2*, Ly6 family members as well as *Runx2* (Figure 3D,G; Figure 3—figure supplement 3D,E). In contrast, *Runx1* was barely detected in clusters Lum-B/C which expressed high levels of *Nkx3-1* while Lum-A cells expressed low levels of both *Runx1* and *Nkx3-1*. These results suggest that the Lum-D cluster corresponds to the distinct RUNX1^+^ luminal cells identified in the proximal region of all three prostate lobes (Figure 1).

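UMIs of the intact Lum-D-like cells were summed per run (202, 97 and 154 cells with 3155975, 1110959 and 1763027 UMIs) and compared with the sum of Lum-A-like, Lum-B-like and Lum-C-like cells (175, 465 and 356 cells with 5936163, 17240275 and 13258635 UMIs). Of 10415 genes tested with edgeR's quasi-likelihood test, 3470 had a Benjamini-Hochberg adjusted p under 0.05, of which 1741 were higher and 1729 lower in Lum-D-like cells. The clusters were made from the same counts, so these p-values describe the clusters and are not independent evidence for them. The limit of 7500 UMIs per cell moved this count most, to 356 of 2263 genes tested. *Runx1* (ENSMUSG00000022952, chromosome 16, 92601466 to 92826149, GRCm38) was at 128 ± 49.3 CPM (SD, n = 3 runs) in Lum-D-like and 18.3 ± 4.91 CPM in the other cells, a log2 fold change of 2.84 (standard error 0.32, adjusted p = 0.000290 from edgeR, higher in 3 of 3 runs). With each run left out in turn, this log2 fold change stayed between 2.49 and 3.07. *Runx2* (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) had a log2 fold change of 4.74 (standard error 0.41, adjusted p = 8.21e-05 from edgeR, higher in 3 of 3 runs). A *Runx2* UMI was found in between 21.4% and 49.0% of Lum-D-like cells per run, against 4.76% to 10.0% of hematopoietic-like cells. Among the Ly6 genes of chromosome 15, which share sequence with one another and are therefore less certain, *Ly6a* had a log2 fold change of 3.31 (standard error 0.58, adjusted p = 0.00250 from edgeR) and *Ly6e* of 1.63 (standard error 0.34, adjusted p = 0.00648 from edgeR), both higher in 3 of 3 runs. *Ly6e* passed the threshold in 2 of the 3 fits that each left out 1 run, with log2 fold changes between 1.49 and 1.85. *Ly6d* had a log2 fold change of 5.37 (standard error 1.49, adjusted p = 0.0227 from edgeR, higher in 3 of 3 runs), which ranged from 1.46 to 6.71 with each run left out and passed in 2 of these fits. A *Ly6d* UMI was found in 3.25% to 10.4% of Lum-D-like cells per run and in 0% to 2.38% of hematopoietic-like cells. *Psca* had a log2 fold change of 6.26 (standard error 0.97, adjusted p = 0.00133 from edgeR) and *Krt4* of 5.50 (standard error 0.49, adjusted p = 9.00e-05 from edgeR), both higher in 3 of 3 runs. *Nupr1* was lower, at -1.93 (standard error 0.29, adjusted p = 0.00116 from edgeR, 3 of 3 runs), but higher by 1.24 when the 3 other populations were summed separately and averaged. Its mean was 2067 CPM in Lum-A-like, 20.1 CPM in Lum-B-like, 124 CPM in Lum-C-like and 701 CPM in Lum-D-like cells. The sign therefore depends on the weight of Lum-A-like cells in the sum. In run 2 Lum-A-like cells had a median of 46310 UMIs, against 20390 in Lum-B-like cells. Intact Lum-A-like cells were 82.7% VP and intact Lum-D-like cells 88.3% AP. Cluster, lobe and depth are thus mixed in this comparison. Outside the genes the paper names, the largest increases among genes with a mean of at least 50 CPM were in *Sprr2a3* (7.85, a gene with close paralogs), *Rad51b* (7.16) and *Acsm3* (6.46). *Scgb1b20*, *Scgb2b12* and *Scgb2b20*, paralogs of 1 family, had at most 1 UMI in any Lum-D-like sum and were at least 23.6-fold, 42.3-fold and 44.7-fold lower.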

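In intact mice, *Runx1* was at 7.40 ± 0.53 log2 CPM (SD, n = 3 runs) in Lum-D-like cells, 3.70 ± 0.30 in Lum-A-like, 3.49 ± 0.30 in Lum-B-like and 3.49 ± 0.59 (n = 2) in Lum-C-like cells. The difference between Lum-D-like and Lum-B-like cells was 3.91, larger than the spread between runs. Removing the cells with the highest 6% of Scrublet scores moved this difference most, to 4.64. Per run, between 11.0% and 18.3% of Lum-B-like, 34.6% and 41.5% of Lum-A-like, and 70.8% and 78.4% of Lum-D-like cells had a *Runx1* UMI, and 25.0% of Lum-C-like cells in each of 2 runs. Hematopoietic-like cells also express *Runx1* (55.7% to 61.5% of cells), so they give no background level for it.

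**Figure D1:**
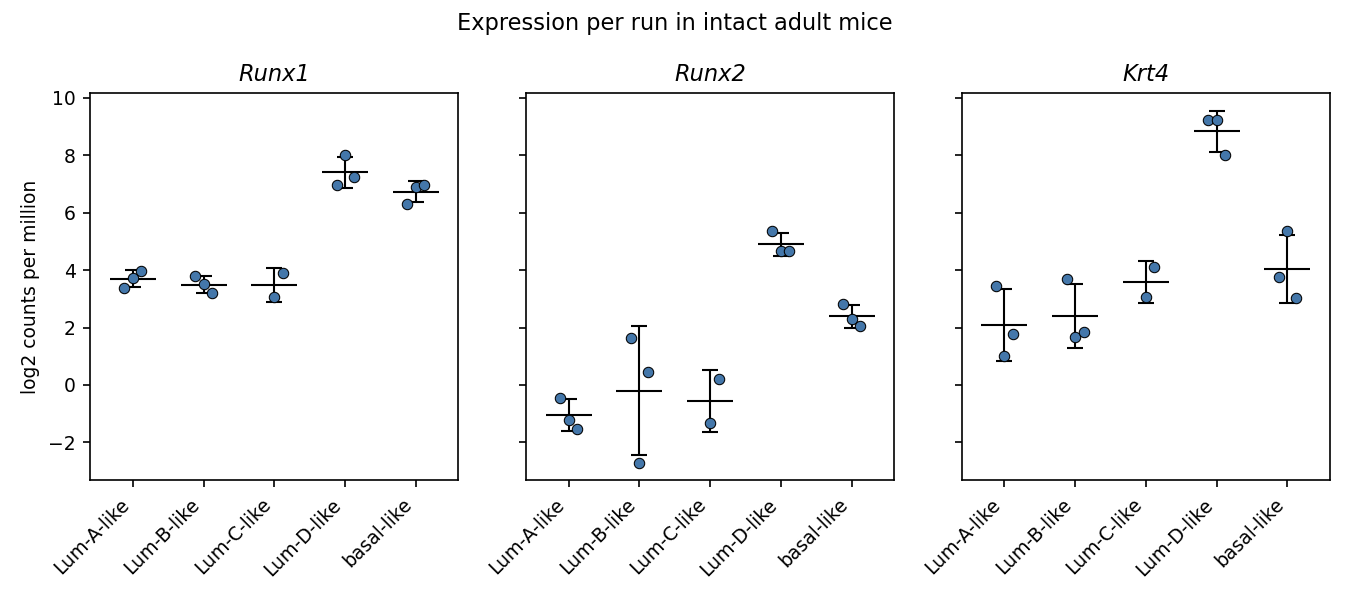
Log2 CPM of *Runx1*, *Runx2* and *Krt4* in intact cells of each luminal-like population and of basal-like cells, with 1 point per run and the mean and SD as bars. All 3 are highest in Lum-D-like cells (means of 7.40, 4.90 and 8.83), and Lum-C-like cells have points for 2 runs.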

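RFP+ and RFP- luminal-like cells of the same lobe were also compared, since this label comes from the sort and not from the clusters. The limit to luminal-like cells still rests on the clusters. RFP is directed by a promoter of *Runx1*, so higher *Runx1* in RFP+ cells follows in part from the sort and serves as a check of it. In intact AP, sums of 214, 100 and 146 RFP+ cells (3711151, 1650456 and 1864022 UMIs) were set against sums of 79, 151 and 46 RFP- cells (1565834, 3476338 and 708199 UMIs). Of 8879 genes tested, 2205 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, 1165 higher and 1040 lower in RFP+ cells. With the limit of 7500 UMIs per cell, the alternative that moved this count most, 69 of 2972 genes passed, and without run 2 the count was 856. Of the AP RFP+ cells of runs 1, 2 and 3, 182, 80 and 130 were Lum-D-like. Without Lum-D-like cells, a comparison chosen after the data were seen, 2 genes passed. In 10 random draws of as many cells, 698 to 1623 genes passed. The AP count may therefore largely reflect the Lum-D-like cells in the RFP+ sums. *Runx1* was at 120.0 ± 39.1 CPM (SD, n = 3 runs) in AP RFP+ and 13.9 ± 7.34 CPM in AP RFP- cells, a log2 fold change of 2.95 (standard error 0.35, adjusted p = 0.000483 from edgeR, higher in 3 of 3 runs). *Krt4* (3.23, adjusted p = 0.00382 from edgeR) and *Runx2* (2.99, adjusted p = 0.00448) were higher in AP RFP+ cells of 3 of 3 runs, and passed the threshold in 2 and 3 of the 3 fits that left out 1 run. *Psca* had a log2 fold change of 3.56 (standard error 1.19) that did not pass (adjusted p = 0.0543 from edgeR, higher in 3 of 3 runs). With run as a block, which models the pairing of the sums within runs, it was 4.64 and passed (adjusted p = 0.00174 from edgeR). It passed in 3 of 13 alternatives, this model included. With each run left out in turn it ranged from 2.97 to 5.49 and passed in 2 of 3 fits. The *Psca* call therefore depends on the model and on the runs. Outside the genes the paper names, the largest changes among genes with a mean of at least 50 CPM were in *Rad51b* (6.96, adjusted p = 0.000228 from edgeR), *Gsta3* (4.86, adjusted p = 0.000228, with close paralogs and less certain) and *Smim6* (4.75, adjusted p = 0.000276), higher in 3 of 3 runs, and in *Tcaf3* (-3.84, adjusted p = 0.00297) and *Col4a6* (-3.08, adjusted p = 0.000456), lower in 3 of 3 runs. In intact VP, sums of 51, 183 and 146 RFP+ cells (2814986, 8714292 and 6914301 UMIs) and of 10, 66 and 46 RFP- cells (554575, 3095158 and 1245779 UMIs) gave 24 of 7968 genes, all of them lower in RFP+ cells, and 14 of these also passed in AP. The barcode sequences listed for the VP populations of run 3 repeat those of its AP populations and differ from the oligos listed beside them, so VP results that use run 3 are less certain. With run as a block, 153 genes passed in VP, 51 higher and 102 lower in RFP+ cells, so the single direction does not hold there. Leaving out each run in turn gave 63 genes without run 1 and 0 genes without run 2 or run 3, where 288 and 254 genes had an unadjusted p under 0.05. VP *Runx1* was at 18.4 ± 3.89 CPM in RFP+ and 7.36 ± 2.60 CPM in RFP- cells, a log2 fold change of 1.29 (standard error 0.30) that did not pass (adjusted p = 0.193 from edgeR, higher in 3 of 3 runs). With run as a block it was 1.24 and passed (adjusted p = 0.0364 from edgeR); it passed in 2 of 12 alternatives, this model included, and in no fit that left out 1 run. The *Runx1* difference between RFP+ and RFP- cells was larger in AP by 1.65 log2 units (standard error 0.51, in 3 of 3 runs), which did not pass in edgeR's test of the interaction (adjusted p = 0.0751). With run as a block the value was 1.53 and passed narrowly (adjusted p = 0.0487 from edgeR), and it passed in 4 of 12 alternatives, this model included, but in no fit that left out 1 run, so this result depends on the model. Chosen by the same rule as for AP, VP *Man1a* (-1.06, adjusted p = 0.0410 from edgeR) and *Defb1* (-4.87, adjusted p = 0.0215, from a family of paralogs and less certain) were lower in 3 of 3 runs, and each passed in 1 of the 3 fits that left out 1 run. Of the 17 genes the paper names for these clusters, 16 were tested in AP and 9 passed, or 10 when adjusted over the list alone. In VP, 14 were tested and 1 passed, or 2 when adjusted over the list alone, and in the comparison of Lum-D-like cells 16 were tested and 13 passed by either adjustment. The paper chose these genes on the same libraries, so counts adjusted over the list are not independent evidence. With run as a block, 12 of these genes passed in AP and 3 in VP. From the origin of the Lum-D cells and from *Runx1* across the luminal clusters, the paper proposes that Lum-D is the distinct RUNX1+ luminal population of the proximal prostate.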

To further characterize the specificities of those populations, we performed gene ontology analysis. In line with the secretory role of distal luminal cells, clusters Lum-A/B/C were enriched in enzymatic activity and protein synthesis functions. In contrast, the Lum-D cluster was enriched in terms related to epithelial developmental processes, similar to Lum-E/F (Figure 3—figure supplement 4A–I). This was supported by partition-based graph abstraction (Wolf et al., 2019), which uncovered a strong degree of connectivity between the mainly intact Lum-D and castrated Lum-E population (Figure 3B). Additionally, the Lum-D cluster contained a small, but defined, subpopulation of castrated epithelial cells, suggesting the preservation of its identity upon androgen deprivation (Figure 3E,F). In this population, we found very few genes significantly differentially expressed between intact and castrated cells (n = 103; Supplementary file 3). 

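Partition-based graph abstraction was run in scanpy 1.11.5 on 50 neighbours in the integrated principal components of all epithelial cells. The connectivity between Lum-D-like and Lum-E-like cells was 0.143, at rank 4 of the 21 pairs of populations. Higher values were found between Lum-A-like and Lum-C-like cells (0.493), between Lum-E-like and Lum-F-like cells (0.487) and between Lum-B-like and Lum-C-like cells (0.149). Between Lum-D-like and Lum-F-like cells the connectivity was 0.0806, and between Lum-B-like and Lum-E-like cells it was 0.0567. The limit of 7500 UMIs per cell moved the value for Lum-D-like and Lum-E-like cells most, to 0, and 20 neighbours gave 0.0884.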

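Run 2 held 97 intact and 32 castrated Lum-D-like cells with 1110959 and 304853 UMIs. The castrated cells comprised 15 AP RFP+, 5 DLP RFP+ and 12 VP RFP+ cells. The distance between sets of cells was the root mean square difference in log2 CPM over genes with a mean of at least 50 CPM, for sets of 32 cells thinned to 152426 UMIs and 200 random draws. Between intact and castrated Lum-D-like cells it was 0.73, against 0.54 between random sets of intact Lum-D-like cells, a ratio of 1.36 (1.31 to 1.41 in 95% of draws). For basal-like cells of the same run, the ratio was 1.37 (1.20 to 1.53). Between intact Lum-D-like and intact Lum-B-like cells, it was 2.74 (2.58 to 2.90). With HTODemux rerun, which moved the ratio for Lum-D-like cells most, it was 1.24.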

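Supplementary file 3 lists 103 genes for this comparison, 61 of them higher in intact and 42 higher in castrated cells in that file. In the summed UMIs of the Lum-D-like cells of run 2, 102 of the 103 genes changed in the direction listed. Since these are largely the same cells, this count is not an independent repeat, and no test was run because castrated cells come from 1 run.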

As expected, androgen-regulated genes including *Psca* and *Tspan1* were downregulated in the castrated subset, while strong contributors of the Lum-D identity such as *Tacstd2*/*Trop2*, *Krt4* and *Runx1* did not vary (Figure 3—figure supplement 4J). These observations further support the hypothesis that Lum-D/RUNX1^+^ PLCs maintain their identity following androgen-deprivation.

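Castrated and intact Lum-D-like cells of run 2 were compared by the log2 ratio of CPM, with 95% ranges over 1000 resamples of cells. These ranges describe the spread among cells of 1 run and not among mice. *Psca* (chromosome 15, 74714839 to 74717069, GRCm38) fell by 3.01 in castrated cells (-4.42 to -2.10), and *Tspan1* (chromosome 4, 116161869 to 116167601) fell by 1.21 (-1.95 to -0.63). *Runx1* rose by 0.53 (0.01 to 1.03, 112 UMIs in castrated cells), a range that begins near 0, and within AP RFP+ cells alone the log2 ratio was 0.50 (-0.13 to 0.96), a range that includes 0. *Krt4* (chromosome 15, 101918535 to 101924735) fell by 1.15 (-1.95 to -0.49), with 673 UMIs in intact and 83 UMIs in castrated cells. Among the other genes the paper names, *Nupr1* rose by 3.20 (2.42 to 3.96), *Krt18* rose by 1.14 (0.79 to 1.46) and *Ly6a* fell by 1.00 (-2.06 to -0.20). On the natural-log scale of Supplementary file 3 and over all runs (453 intact and 35 castrated cells), *Runx1* was at -0.51 ± 0.11 (SD over resamples of cells), where negative values are higher in castrated cells and the paper's reported value is -0.536. On that scale *Runx1* was at -0.02 with the limit of 7500 UMIs per cell, at -0.287 with HTODemux rerun, at -0.415 at a resolution of 0.6 and at -0.412 without integration of runs. *Psca* was at 2.10 ± 0.29, and the paper's reported value is 1.996; the alternatives gave 1.20 with HTODemux rerun, 1.76 at a resolution of 0.6 and 2.83 with that limit of UMIs.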

Overall, our single-cell transcriptomic analysis highlighted a vast degree of heterogeneity within and between the luminal compartments of both intact and castrated mouse prostates. The tight transcriptional relationship observed between high *Runx1* expressing clusters Lum-D and Lum-E/F suggest that the Lum-D population, which corresponds to PLCs, may contain intrinsically castration-resistant luminal cells.

### Lineage tracing of *Runx1-*expressing cells establishes the intrinsic castration-resistant properties of the proximal luminal lineage

To determine if RUNX1^+^ PLCs were enriched in castration-resistant cells, we combined prostate regression-regeneration assays with genetic lineage tracing using *Runx1*^mER-CRE-mER^*Rosa*^Lox-Stop-Lox-tdRFP^ mice (Luche et al., 2007; Samokhvalov et al., 2007), henceforth *Runx1^CreER^ Rosa26^LSL-RFP^* (Figure 4A). Using this model, we could genetically label an average of 4.70 ± 2.8% prostate epithelial *Runx1-*expressing cells with RFP upon tamoxifen injection (Figure 4B,C; Figure 4—figure supplement 1A). This corresponded to 0.54 ± 0.2‰ of the total epithelium (Figure 4E). Consistent with the expression pattern of *Runx1*, the majority of labeled cells were located in the proximal region of the prostate (Figure 4C), and co-expressed Keratin 4 (K4) (Figure 4—figure supplement 1D,E), previously found enriched in Lum-D cells (Figure 3D).

**Figure 4.**
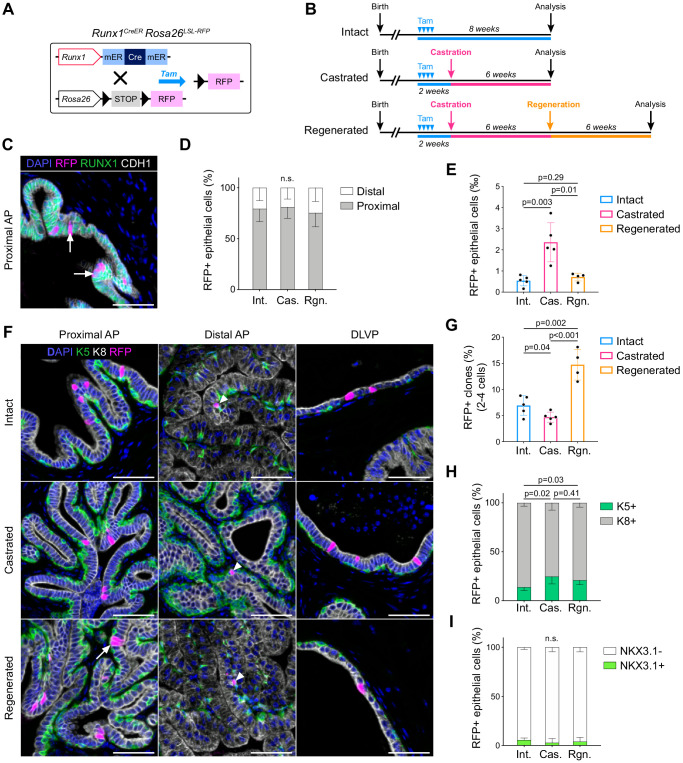
Lineage tracing of *Runx1*-expressing cells establishes the intrinsic castration-resistant properties of the proximal luminal lineage. (**A**) Schematic summary of the genetic lineage-tracing system employed. (**B**) Experimental strategy for lineage-tracing experiments. (**C**) Co-immunostaining of RFP, RUNX1, CDH1 in the proximal AP. Arrows indicate RFP labeled RUNX1^+^ cells. Scale bar: 50 µm. (**D**) Quantification of the percentage of epithelial RFP^+^ cells in proximal and distal regions of the prostate in intact (*n* = 5), castrated (*n* = 4) and regenerated (*n* = 4) mice. (**E**) Quantification of the percentage of epithelial RFP^+^ cells in intact (*n* = 5), castrated (*n* = 5) and regenerated (*n* = 4) mice. (**F**) Co-immunostaining of RFP, K5, K8 in the proximal AP, distal AP, and DLVP (DLP + VP). Arrowheads indicate RFP labeled basal cells (K5^+^) found in distal AP, the white arrow indicates a luminal (K8^+^) RFP^+^ clone made of two cells. Scale bar: 50 µm. (**G**) Quantification of the percentage of epithelial RFP^+^ clones comprising between two and four cells in intact (*n* = 5), castrated (*n* = 5) and regenerated (*n* = 4) mice. (**H, I**) Quantification of the percentage of RFP^+^ cells being K5^+^ or K8^+^ in **H**, or NKX3.1^+^ or NKX3.1^-^ in **I**, in intact (*n* = 5), castrated (*n* = 5) and regenerated (*n* = 4) mice. Int: Intact, Cas: Castrated, Rgn: Regenerated. Source files are available in Figure 4—source data 1. Figure 4—source data 1.Source data files for Figure 4.

**Figure 4—figure supplement 1.**
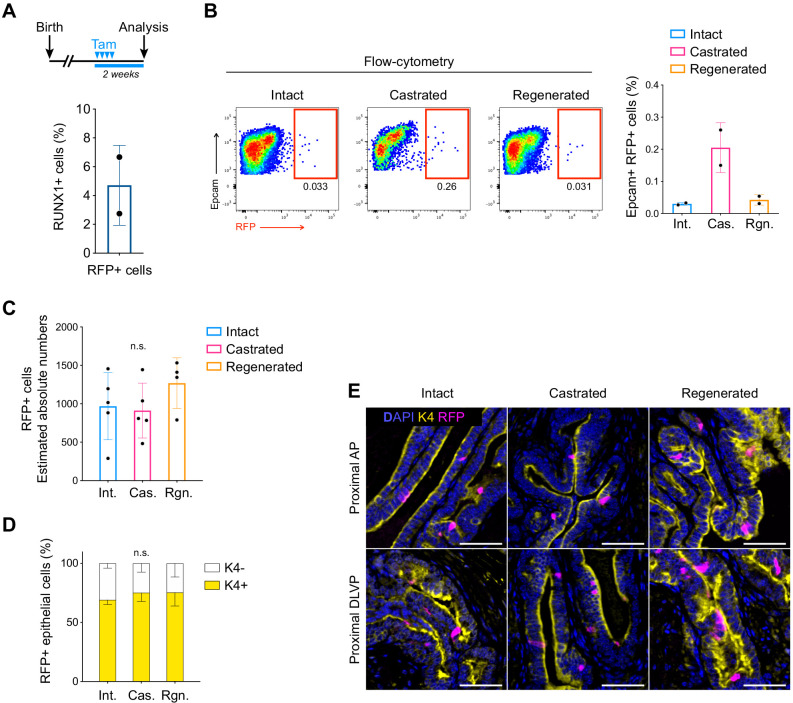
Lineage tracing of RUNX1-expressing cells labeled in intact mice. (**A**) Scheme of the tamoxifen labeling strategy to evaluate the labeling efficiency of *Runx1-*expressing cells. (**B**) Flow-cytometry analysis of intact (*n* = 2), castrated (*n* = 2), and regenerated (*n* = 2) *Runx1^CreER^ Rosa26^LSL-RFP^* mice, and corresponding quantification of the percentage of RFP^+^ cells in the epithelial EPCAM^+^ fraction. (**C**) Estimated absolute number of epithelial RFP^+^ cells in intact (*n* = 5) and castrated (*n* = 5) and regenerated (*n* = 4) prostates based on IHC quantifications. Int: Intact, Cas: Castrated, Rgn: Regenerated. (**D**) Quantification of the percentage of epithelial RFP^+^ cells being K4^+^ or K4 in intact (*n* = 3), castrated (*n* = 4) and regenerated (*n* = 5) mice. (**F**) Co-immunostaining showing the enrichment of K4^+^ RFP labeled cells in the proximal region of the AP (top) and DLVP (bottom) prostate lobes. Scale bar: 50 µm. Source files are available in Figure 4—figure supplement 1—source data 1. Figure 4—figure supplement 1—source data 1.Source data files for Figure 4—figure supplement 1.

Following surgical castration, we found that the absolute number of RFP^+^ marked cells remained stable (Figure 4—figure supplement 1C,D). However, the frequency of RFP^+^ cells in the epithelial compartment increased by ~4.3 fold (Figure 4E; Figure 4—figure supplement 1B) indicating that *Runx1*-expressing cells have an enhanced capacity to survive castration compared to *Runx1-*negative cells. Next, we investigated whether these intrinsically castration-resistant *Runx1*-expressing cells were involved in epithelial regeneration upon testosterone addback (Figure 4B, bottom). Surprisingly, only 0.71 ± 0.2‰ RFP^+^ epithelial cells were found in the regenerated prostate, which was comparable to the intact state (Figure 4E; Figure 4—figure supplement 1B–D). Although the majority of RFP^+^ clones consisted of single cells, we did observe a minor ~2-fold increase in the frequency of larger clones (2–4 cells) after regeneration, highlighting a modest contribution of RFP labeled cells during prostate regeneration (Figure 4F,G). We found that most RFP marked cells were luminal K8^+^ in intact, castrated, and regenerated prostates (Figure 4F,H), with only a few basal K5^+^ RFP^+^ cells detected in distal areas (Figure 4F). Strikingly, more than 90% of all RFP^+^ cells remained negative for NKX3.1 in all experimental arms (Figure 4I).

Thus, these results indicate that RFP^+^ cells, including PLCs, are mostly unaffected by fluctuations in androgen levels during regression-regeneration assays. RUNX1 expression marks intrinsically castration-resistant luminal cells that do not contribute substantially to the expansion of luminal NKX3.1^+^ cells during prostate regeneration.

### *Runx1* marks proximal cells during prostate development

Given the singular identity of proximal luminal *Runx1-*expressing cells in the adult prostate, we then asked if this luminal lineage was already emerging during prostate development. At E18.5, once the first prostate buds have emerged, RUNX1 was mainly found in the K8^high^ inner layers of the stratified urogenital epithelium (UGE) (Figure 5A). Interestingly, these cells also co-expressed K4 (Figure 5—figure supplement 1A), previously found in the Lum D population (Figure 3D), as well as LY6D, recently shown to mark a subset of adult luminal progenitors (Barros-Silva et al., 2018; Figure 5—figure supplement 1B). In contrast, RUNX1 expression was low in p63^+^ and K5^+^ cells, either lining the outer UGE or found in the tips of premature NKX3.1^+^ prostate buds (Figure 5A–C). At postnatal day 14 (P14), a prepubescent stage when most of the initial branching events have already occurred (Sugimura et al., 1986a; Tika et al., 2019), RUNX1 was broadly expressed in the proximal region (Figure 5D), mainly in K4^+^ luminal cells and in some K5^+^ or p63^+^ cells (Figure 5—figure supplement 1C–E). Conversely, NKX3.1^+^ cells were found in distal locations, largely distinct from RUNX1^+^ cells. The specific spatial expression pattern of RUNX1 in proximal luminal cells, largely mutually exclusive with NKX3.1, suggests that these two transcription factors already mark distinct cellular lineages during embryonic prostate organogenesis.

**Figure 5.**
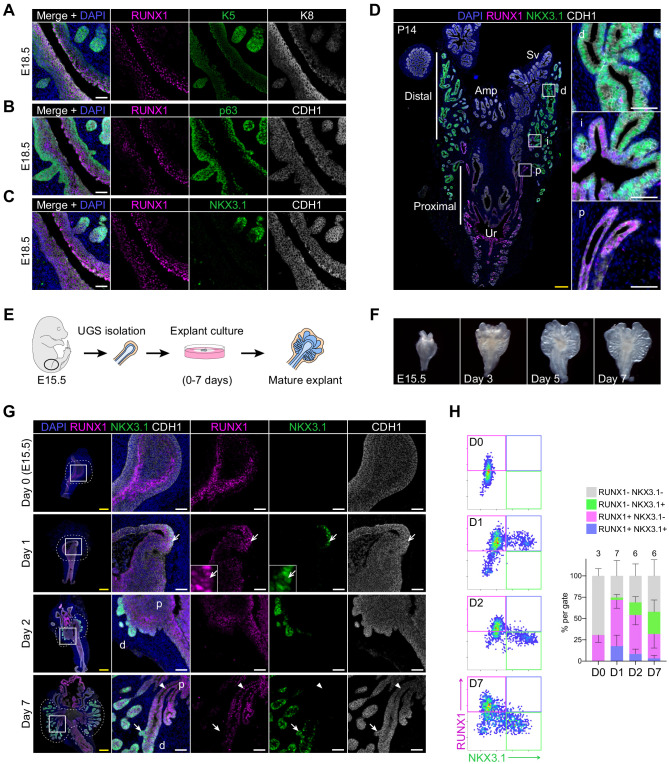
RUNX1 marks proximal cells during embryonic prostate development. (**A–C**) Co-immunostainings of the mouse urogenital sinus at E18.5 for RUNX1, K5, K8 in **A**, RUNX1, p63, CDH1 in **B**, RUNX1, NKX3.1, CDH1 in **C**. Scale bar: 50 µm. (**D**) Co-immunostainings of RUNX1, NKX3.1, CDH1 at postnatal (P) day 14. Higher magnification images of (p) proximal, (i) intermediate, and (d) distal regions are shown. Scale bars: 200 µm (yellow) and 50 µm (white). Amp: ampullary gland; Sv: seminal vesicles; Ur: urethra; p: proximal; i: intermediate; d: distal. (**E**) Scheme of the protocol to culture ex vivo explants of mouse UGS harvested at E15.5. (**F**) Representative images of UGS explants at E15.5 (day 0), day 3, day 5, and day 7 of culture showing the formation of premature prostate buds. (**G**) Co-immunostaining of RUNX1, NKX3.1, CDH1 in UGS explants harvested at day 0, day 1, day 2, and day 7. Higher magnification images of each square (left) are shown for each time point. Chevron arrows show RUNX1^+^ NKX3.1^+^ cells, closed arrows indicate RUNX1^-^ NKX3.1^+^ cells, arrowheads show RUNX1^+^ NKX3.1^-^ cells. Scale bars: 200 µm (yellow) and 50 µm (white). (**H**) Quantification of RUNX1 and NKX3.1 nuclear intensity (log_10_) in CDH1^+^ epithelial cells of UGS explants by QBIC. Quantification was performed within the boundaries delimited in **G** by dotted lines, at day 0 (*n* = 3 explants), day 1 (*n* = 7 explants), day 2 (*n* = 6 explants), and day 7 (*n* = 6 explants). Source files are available in Figure 5—source data 1. Figure 5—source data 1.Source data files for Figure 5.

**Figure 5—figure supplement 1.**
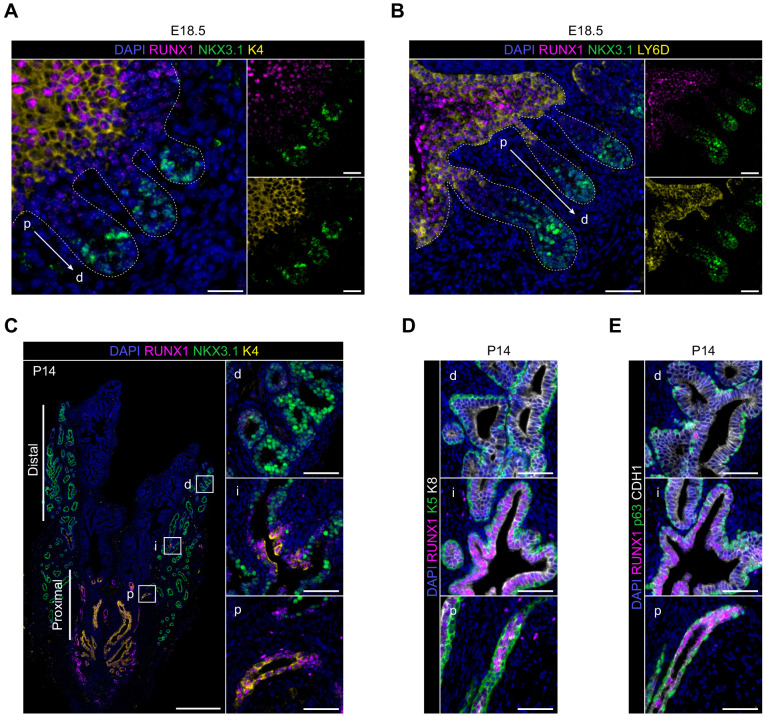
Characterization of RUNX1 expression during prostate development in vivo. (**A**) Co-immunostainings of the mouse urogenital sinus at E18.5 for RUNX1, NKX3.1, K4. p: proximal, d: distal. Scale bar: 50 µm. Dotted lines indicate the urogenital epithelium. (**B**) Co-immunostainings of the mouse urogenital sinus at E18.5 for RUNX1, NKX3.1, LY6D. p: proximal, d: distal. Scale bar: 50 µm. (**C**) Co-immunostaining of RUNX1, NKX3.1, K4 at postnatal (P) day 14. Higher magnification images of (p) proximal, (i) intermediate, and (d) distal regions are shown. Scale bars: 200 µm (yellow) and 50 µm (white). (**D, E**) Co-immunostainings at P14 for RUNX1, K5, K8 in **B** RUNX1, p63, CDH1 in **C**. p: proximal, i: intermediate, d: distal. Scale bar: 50 µm.

**Figure 5—figure supplement 2.**
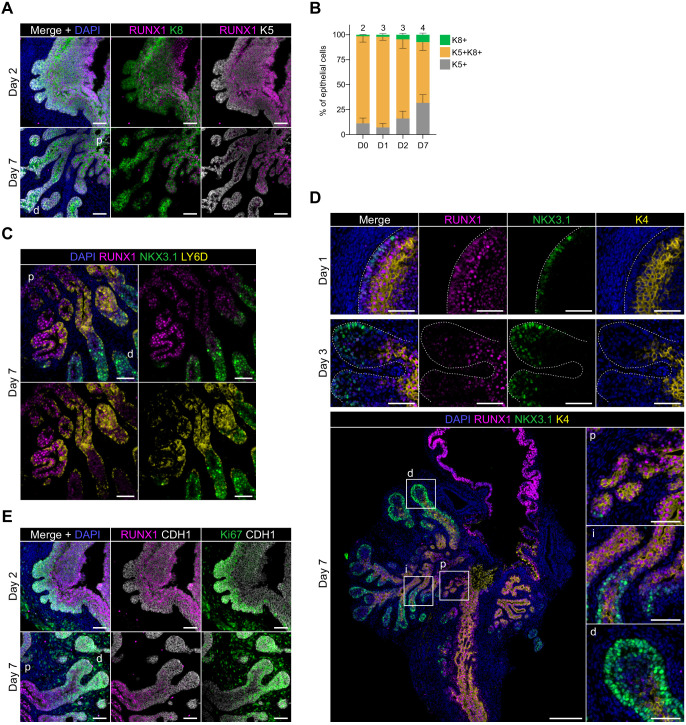
Characterization of RUNX1 expression during prostate development in UGS explant cultures. (**A**) Co-immunostaining of RUNX1, K5, K8 in UGS explants harvested at day 2 and day 7. p: proximal, d: distal. Scale bar: 50 µm. (**E**) Quantification of the percentage of K5^+^, K8^+^, K5^+^ K8^+^ cells during UGS explant cultures at day 0 (*n* = 2 explants), day 1 (*n* = 3 explants), day 2 (*n* = 3 explants), day 7 (*n* = 4 explants), showing a progressive reduction in the proportion of K5^+^ K8^+^ double positive cells. (**C**) Co-immunostaining of RUNX1, NKX3.1, LY6D in UGS explants harvested at day 7. p: proximal, d: distal. Scale bar: 50 µm. (**D**) Co-immunostaining of RUNX1, NKX3.1, K4 in UGS explants harvested at day 1 (top), 3 (middle), and 7 (bottom). Higher magnification images of (p) proximal, (i) intermediate, and (d) distal regions are shown for day 7. Scale bars: 200 µm (yellow) and 50 µm (white). Dotted lines indicate the urogenital epithelium. (**E**) Co-immunostaining of RUNX1, Ki67, CDH1 in UGS explants harvested at day 2 and day 7. p: proximal, d: distal. Scale bar: 50 µm. Source files are available in Figure 5—figure supplement 2—source data 1. Figure 5—figure supplement 2—source data 1.Source data files for Figure 5—figure supplement 2.

To study the dynamic emergence of RUNX1^+^ cells during prostate development, we utilized an explant culture system (Berman et al., 2004; Doles et al., 2005; Kruithof-de Julio et al., 2013; Lopes et al., 1996). Dissected E15.5 UGS were cultured for up to 7 days in the presence of dihydrotestosterone (Figure 5E,F). Bud formation was initiated within 2 days of culture (Figure 5G) and composed of a double positive K5^+^ K8^+^ stratified epithelium, partially diversifying by day 7 (Figure 5—figure supplement 2A,B). On day 0 (E15.5), RUNX1 was detected at the rostral end of the UGE, particularly within the inner layers of the stratified epithelium. After 1 day in culture, NKX3.1 expression emerged in RUNX1^+^ cells located in the outer layers of the UGE, while defined budding was yet to be observed. On day 2, NKX3.1^+^ prostate buds were evident and had reduced or absent RUNX1 expression. This pattern was conserved in the mature explant, in which distal tips were mainly NKX3.1^+^, whereas the proximal area remained RUNX1^+^ (Figure 5G,H), and co-expressed LY6D and K4 (Figure 5—figure supplement 2C,D). Cellular proliferation marked by Ki67 was more substantial in distal regions, suggesting that most of the expansion did not take place in the RUNX1^+^ compartment (Figure 5—figure supplement 2E).

These results suggest that prostate budding originates from a subset of cells located in the outer layers of the stratified UGE, transiently marked by RUNX1 and NKX3.1. During embryonic prostate development, *Runx1* expression is already primarily confined to the proximal region of the prostatic ducts, in a distinct compartment from NKX3.1^+^ cells.

### scRNA-seq of explant cultures reveals the specification of the proximal luminal lineage during embryonic prostate development

The characterization by immunostainings of continuous developmental processes is generally constrained to a small number of markers at a time. 

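E15.5 urogenital sinuses were cultured as explants with 10 µM dihydrotestosterone, and EPCAM+ cells of each time point were sorted, given 1 MULTI-seq barcode per time point and pooled into 1 library (10x Genomics 3′ v3). Day 0 was 1 litter with 8 explants, day 1 was 2 litters with 10 explants, day 3 was 1 litter with 7 explants and day 6 was 2 litters with 8 explants. Each time point is thus 1 pool in 1 library, without replicates, and no test across days was run. The authors processed 304768195 reads with Cell Ranger 3.1.0 on the mm10 reference, and the matrix holds 121090404 UMIs in 7474 cells, with a median of 13864 UMIs per cell. Values are raw UMI counts. Cells with more than 1000 detected genes and less than 7.5% mitochondrial UMIs were kept (6614 cells), and 5198 of them were assigned to 1 time point by the barcode thresholds of Supplementary file 1. After log normalization and regression of cell cycle scores, clusters were made in Seurat at a resolution of 0.3 for all cells and 0.5 for prostatic cells, and were named by marker genes from the paper. None of the genes reported for the explants named a cluster, but the clusters were made from the same counts. Expression per cluster is the mean log-normalized expression, with a 95% range over 1000 resamples of cells. These ranges cover the spread among cells of 1 library alone.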

To further study the specification of RUNX1 and NKX3.1 lineages, we performed scRNA-seq on UGS explant cultures collected at successive time points: E15.5 (D0), day 1 (D1), day 3 (D3), and day 6 (D6) (Figure 6A). After data processing, 3937 developing prostatic cells were retained, with a median of 3608 genes per cell (see Materials and methods; Figure 6—figure supplement 1).

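Of the 5198 cells assigned to 1 time point, 701 were from day 0, 802 from day 1, 1225 from day 3 and 2470 from day 6. The prostatic clusters held 4274 cells, with a median of 3576 detected genes per cell. Of these, 471 were from day 0, 477 from day 1, 1052 from day 3 and 2274 from day 6. Removing the cells with the highest 6% of Scrublet scores, chosen after the data were seen, moved this count most, to 4137.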

**Figure 6.**
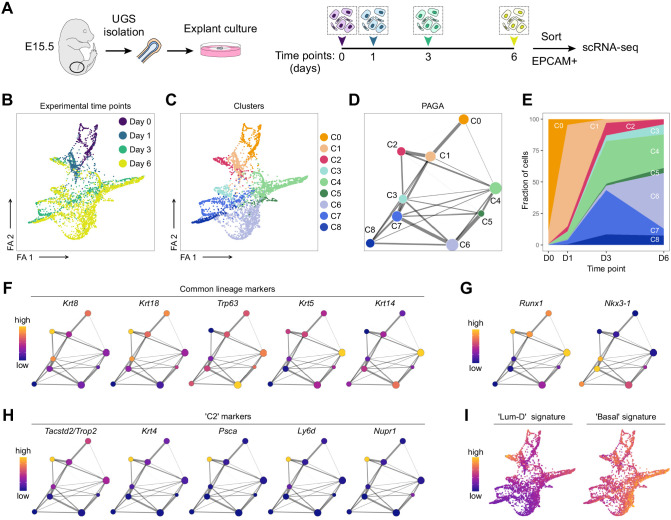
scRNA-seq of UGS explant cultures shows specification of the proximal luminal lineage during embryonic prostate development. (**A**) Experimental strategy for scRNA-seq of UGS explant cultures at day 0, day 1, day 3 and day 6. (**B, C**) Force directed visualization of the developing prostatic epithelium in UGS explant cultures. In **B** cells are colored by experimental time points, and in **C** cells are colored by clusters. (**D**) PAGA representation of the clusters as in **C**. Weighted edges between cluster nodes represent a statistical measure of connectivity. (**E**) Fraction of cells per cluster at each experimental time point, displaying a progressive cellular diversification. (**F–H**) PAGA representations with cluster nodes colored by a gradient representing the mean log-normalized expression levels of each gene. (**I**) Force directed visualization of the developing prostatic epithelium in UGS explant cultures. Color gradient represents AUC scores per cell. Per-cell AUC scores were calculated using the ‘AUCell’ package. Gene signatures for ‘Lum-D’ (left) and ‘Basal’ (right) were generated using the list of differentially upregulated genes previously obtained from our adult mouse prostate clusters.

**Figure 6—figure supplement 1.**
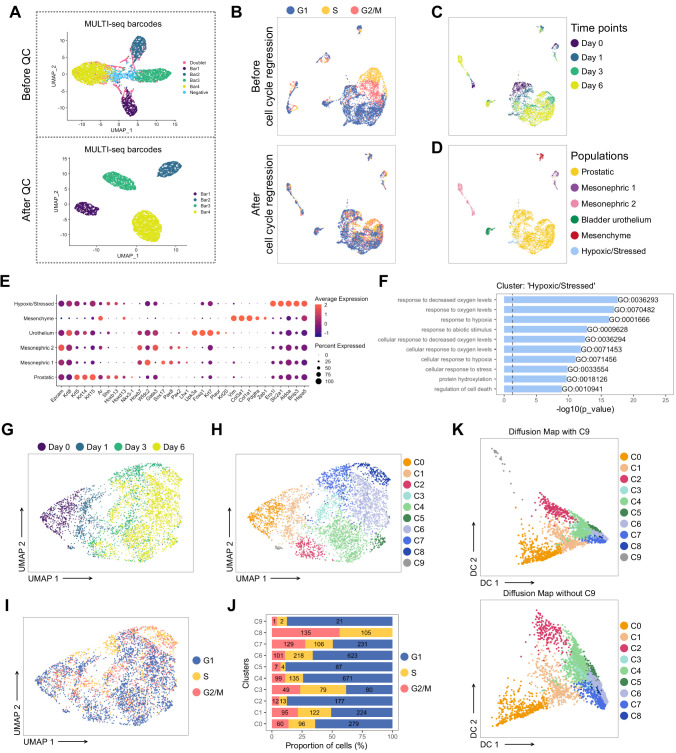
Pre-processing of the scRNA-seq dataset of UGS explant cultures. (**A**) UMAP visualization in MULTI-seq barcodes space before (top) and after (bottom) quality control and barcode filtration (see Materials and methods for details). (**B**) UMAP visualization of the dataset colored by estimated cell cycle phase (top). Due to the strong underlying impact on clustering, the cell cycle effect was regressed out (bottom). (**C, D**) UMAP visualization of the dataset colored in **C** by experimental time point and in **D** by labeled populations. (**E**) Dot plot showing the expression of selected marker genes associated with each labeled population. (**F**) Bar plots of the 10 most significantly (g:Profiler adjusted p-value<0.05) enriched gene ontology (GO) terms (GO:BP, Biological Processes) on the differentially upregulated genes specific to the ‘Hypoxic/Stressed’ cluster. (**G–I**) UMAP visualization of the prostatic subset (from **D**), labeled by time points in **G**, clusters in **H**, estimated cell cycle phase in **I**. (**J**) Percentage of cells in the different estimated cell cycle phases in each clusters. (**K**) Diffusion maps representation of the prostatic subset using the first two diffusion components with (top) and without C9 (bottom). C9 was excluded for downstream analyses due to its outlying profile.

**Figure 6—figure supplement 2.**
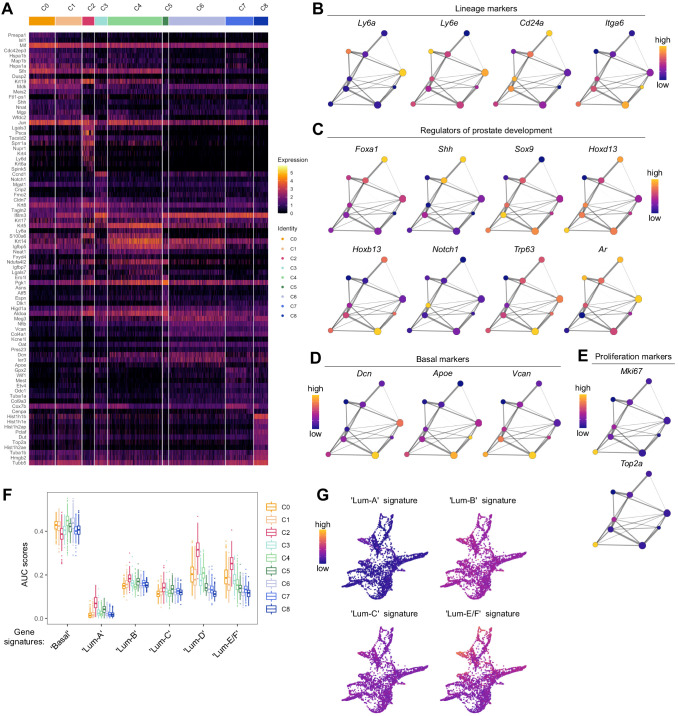
Characterization of the developing prostatic epithelium in the scRNA-seq dataset of UGS explant culture. (**A**) Heatmap of the 10 most differentially upregulated genes per cluster. (**B–E**) PAGA representations with cluster nodes colored by a gradient representing the mean log-normalized expression levels of each genes indicated. **B** shows the expression of common prostate lineage markers, **C** shows known regulators of prostate development, **D** shows basal markers, **E** shows proliferation markers. (**F**) Box plots of per-cell AUC signature scores calculated using the ‘AUCell’ package for individual UGS explant clusters. Gene signatures were generated using the list of differentially upregulated genes previously obtained from our adult mouse prostate clusters. (**G**) Force-directed visualization of the developing prostatic epithelium in UGS explant cultures. Color gradient represents AUC scores per cell.

Visualization of the dataset using a force-directed layout highlighted the progressive cellular diversification taking place from D0 to D6 (Figure 6B). 

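The order of the time points was followed through the 20 nearest neighbours of each prostatic cell in the principal components, which uses no cluster names. Of the neighbours of day 0 cells, 90.2% were day 0 cells (11.0% of all prostatic cells) and 7.8% were day 1 cells. Day 1 cells had 74.6% of their neighbours on day 1, 14.3% on day 3 and 8.7% on day 0. For day 3 cells, 70.6% of the neighbours were from day 3, 24.3% from day 6 and 4.7% from day 1. Of the neighbours of day 6 cells, 89.7% were from day 6, against 53.2% of all prostatic cells, and 9.9% were from day 3. Time points were separate pools, so the distance between days also holds any difference between pools.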

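Louvain clustering of the prostatic cells at a resolution of 0.5 gave 11 clusters, which received 9 names by their marker genes. The C4-like population had 941 cells and the C6-like population 928 cells. C7-like had 733, C0-like 481, C1-like 390, C2-like 240, C8-like 232, C3-like 217 and C5-like 112 cells.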

Cellular populations were divided into nine clusters, annotated C0 to C8 (Figure 6C–E). 

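Shares of cells by day are given for clusters whose marker genes differed by less than 1 log2 unit between days, which holds for C3-like, C4-like, C5-like, C6-like and C8-like cells. For these clusters the check covered days with at least 10 cells, which are days 3 and 6, and also day 1 for C4-like cells. Their other counts on days 0 and 1 were not checked in this way. The largest difference was 1.59 in C0-like, 2.24 in C1-like, 6.33 in C2-like and 2.12 in C7-like cells, so their shares were not compared between days. Of the 1052 day 3 cells, 33.8% were C4-like (Wilson 95% confidence interval 31.0% to 36.8%), 3.33% were C6-like, 7.80% were C8-like, 4.56% were C3-like and 1.43% were C5-like. Of the 2274 day 6 cells, 24.3% were C4-like (22.6% to 26.1%), 39.2% were C6-like (37.2% to 41.2%), 6.55% were C8-like, 7.39% were C3-like and 4.22% were C5-like. On day 0, 1 cell each was C3-like and C4-like, and none of 471 cells was C5-like, C6-like or C8-like. The Wilson interval allows a share of up to 0.809% for each of these. On day 1, 31 of 477 cells were C4-like, and no more than 2 cells were in any of the other clusters compared. A resolution of 1.0 moved the day 6 share of C4-like cells most, to 15.2%.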

C0/C1 contained the majority of D0 and D1 derived cells, while C2-C8 emerged and expanded at later time points. Due to the primitive nature of the UGE at these time points, the classical basal and luminal lineages were not fully established yet (Figure 6F; Figure 6—figure supplement 2A–E; Supplementary file 4). Nevertheless, C4-C6 had a more pronounced ‘basal’ identity compared to the other clusters. 

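*Krt5* (chromosome 15, 101707070 to 101712898, GRCm38) had a mean log-normalized expression of 3.16 (3.12 to 3.21) in C4-like cells, 2.20 (2.14 to 2.25) in C1-like, 1.95 in C0-like, 1.95 in C2-like, 1.91 in C6-like and 1.81 in C5-like cells. For *Krt14* (chromosome 11, 100203162 to 100207548), the means were 3.06 (2.99 to 3.13) in C4-like, 2.42 (2.34 to 2.49) in C6-like, 1.71 (1.60 to 1.82) in C1-like and 1.48 in C5-like cells. *Trp63* (chromosome 16, 25683763 to 25892102) was at 0.825 (0.793 to 0.864) in C6-like, 0.672 (0.634 to 0.707) in C4-like, 0.652 (0.616 to 0.689) in C7-like and 0.643 (0.545 to 0.733) in C5-like cells. The lowest *Trp63* mean was 0.180 in C2-like cells. In mesenchyme-like cells, which stand for background here, a *Krt5* UMI was found in 13.4%, a *Krt14* UMI in 19.7% and a *Trp63* UMI in 6.34% of cells, against 99.7%, 94.7% and 69.5% of C4-like cells.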

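*Apoe* (chromosome 7, 19696109 to 19699188, GRCm38) had its highest means in C5-like cells (0.777, 0.641 to 0.912) and C6-like cells (0.761, 0.699 to 0.817), followed by C7-like cells at 0.687 (0.601 to 0.740). *Dcn* (chromosome 10, 97479609 to 97518143) was at 1.77 (1.71 to 1.84) in C6-like, 1.32 (1.25 to 1.38) in C4-like, 0.913 in C8-like, 0.609 in C1-like, 0.580 in C7-like and 0.566 (0.434 to 0.726) in C5-like cells. *Vcan* (chromosome 13, 89655312 to 89742509) was at 1.33 (1.30 to 1.36) in C6-like, 1.19 in C8-like, 0.936 in C7-like, 0.651 (0.551 to 0.755) in C5-like and 0.274 in C4-like cells. Mesenchyme-like cells express these genes as well (*Dcn* UMIs in 69.7%, *Vcan* UMIs in 70.4% and *Apoe* UMIs in 37.3% of cells), so they give no background level.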

*Krt5*/*Krt14* marked mainly C4, and additional basal markers including *Trp63, Dcn*, *Apoe,* or *Vcan* were higher in C5/C6. Overall, known regulators of prostate development (Toivanen and Shen, 2017) displayed a variable expression pattern across the different clusters. For example, *Foxa1* and *Shh* were strongly expressed in C0/C1, *Notch1* was higher in C3, and *Sox9* in C7 (Figure 6—figure supplement 2C), highlighting the potential of this dataset to interrogate specific features of prostate development.

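*Foxa1* (chromosome 12, 57540628 to 57546916, GRCm38) had a mean log-normalized expression of 0.632 (0.593 to 0.673) in C0-like and 0.471 (0.435 to 0.504) in C1-like cells, followed by 0.405 (0.379 to 0.432) in C4-like cells. *Shh* (chromosome 5, 28456815 to 28467256) was at 0.981 (0.928 to 1.03) in C0-like and 0.913 (0.862 to 0.961) in C1-like cells, and the next mean was 0.426 in C4-like cells. *Notch1* (chromosome 2, 26457903 to 26516663) was at 1.04 (0.975 to 1.11) in C3-like cells, with 0.449 (0.419 to 0.474) in C6-like cells as the next value. *Sox9* (chromosome 11, 112782224 to 112787760) was highest in C7-like cells at 0.958 (0.919 to 1.01), followed by C6-like (0.945, 0.905 to 0.982) and C8-like cells (0.899, 0.843 to 0.952), and these ranges overlap. UMIs of *Foxa1*, *Shh*, *Notch1* and *Sox9* were found in 4.23%, 4.93%, 6.34% and 12.0% of mesenchyme-like cells, against 80.3%, 88.4%, 90.8% and 83.0% of cells in the cluster with the highest mean of each gene. The highest share of cells was in C1-like cells for *Shh* (91.8%) and in C8-like cells for *Sox9* (93.5%).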

Consistent with our previous results, *Runx1* was highly expressed in clusters having lower *Nkx3-1* levels, including C0, C1, C2, and C4 (Figure 6G). 

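*Runx1* had its 4 highest means in C2-like (0.578, 0.520 to 0.636), C4-like (0.561, 0.535 to 0.590), C1-like (0.523, 0.481 to 0.559) and C0-like cells (0.477, 0.440 to 0.509). The other means ranged from 0.209 in C8-like to 0.344 (0.318 to 0.375) in C6-like cells. A *Runx1* UMI was found in 70.5%, 74.4%, 70.4% and 64.8% of C0-like, C1-like, C2-like and C4-like cells and in 12.7% of mesenchyme-like cells. HTODemux rerun moved the *Runx1* mean in C2-like cells most, to 0.547.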

To determine how these clusters relate to differentiated prostate lineages, we interrogated population-specific gene signatures previously identified in the adult (Figure 3). The ‘Basal’ signature was enriched across all clusters, especially in C4/C6 (Figure 6I; Figure 6—figure supplement 2F,G). 

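Each signature was scored per cell as the area under the recovery curve (AUC) of its genes among the 5% most highly expressed genes, as AUCell defines it. The lists of Supplementary file 5 were used, of which 358 genes of the "Basal" list and 205 genes of the "Lum-D" list were found in the matrix. The median AUC of the "Basal" signature was 0.449 (95% range over resamples of cells 0.447 to 0.451) in C4-like and 0.438 (0.436 to 0.442) in C6-like cells. C1-like and C0-like cells followed at 0.427 (0.424 to 0.430) and 0.426 (0.423 to 0.429). The lowest median was 0.384 (0.379 to 0.392) in C2-like cells.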

Strikingly, the ‘Lum-D’ derived signature was highly enriched in C2 compared to all the other adult luminal population signatures, suggesting that the ‘Lum-D’ fate is determined early during prostate development. 

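The median AUC of the "Lum-D" signature was 0.318 (0.312 to 0.326) in C2-like cells. The next clusters were C4-like at 0.209 (0.206 to 0.212) and C0-like at 0.198 (0.190 to 0.205), and the lowest was C8-like at 0.113. Within C2-like cells, the medians of the other luminal signatures were 0.253 for "Lum-EF", 0.182 for "Lum-B", 0.142 for "Lum-C" and 0.0656 for "Lum-A". These lists hold 100, 268, 96 and 49 genes found in the matrix, and scores of lists of different genes are not on one scale. Each of these other luminal signatures was also highest in C2-like cells. The next medians were 0.182 in C0-like cells for "Lum-EF" and, in C5-like cells, 0.171 for "Lum-B", 0.133 for "Lum-C" and 0.0396 for "Lum-A". Being highest in C2-like cells is thus not particular to "Lum-D". Without the genes that named the clusters, the "Lum-D" median in C2-like cells was 0.309 (0.303 to 0.317), against 0.207 in C4-like cells. Scoring the 10% most highly expressed genes moved it most, to 0.428. From the enrichment of this signature in C2, the paper proposes that the Lum-D fate is determined early in prostate development.

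**Figure D2:**
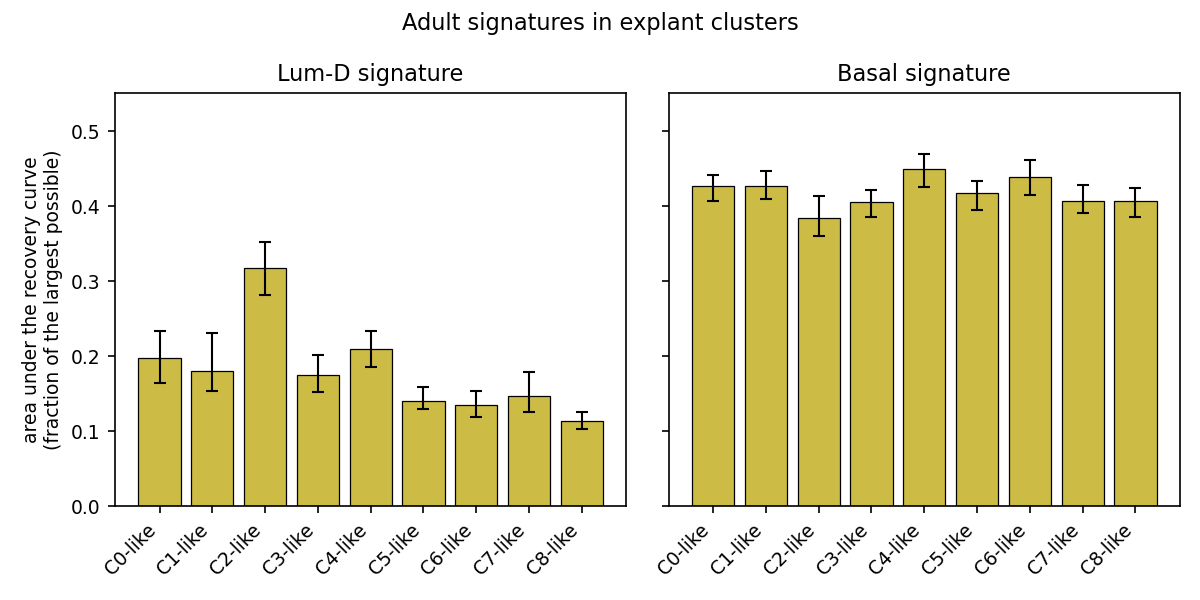
Median AUC of the "Lum-D" and "Basal" signatures in the 9 explant populations as bars from 0, with the quartiles of cells as error bars. The "Lum-D" median is highest in C2-like cells (0.318), and the "Basal" median is highest in C4-like cells (0.449).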

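In C2-like cells, *Psca* had a mean log-normalized expression of 2.60 (2.39 to 2.81), against 0.256 in C1-like cells as the next cluster. For *Krt4*, C2-like cells were at 1.65 (1.49 to 1.82) and C1-like cells at 0.387. *Ly6d* was at 1.20 (0.982 to 1.34), followed by 0.268 in C3-like cells, and *Nupr1* (chromosome 7, 126623249 to 126630861, GRCm38) was at 1.29 (1.13 to 1.45), followed by 0.397 in C5-like cells. A UMI of *Psca*, *Krt4*, *Nupr1* and *Ly6d* was found in 84.2%, 74.6%, 65.0% and 52.5% of C2-like cells, against 3.52%, 4.23%, 6.34% and 3.52% of mesenchyme-like cells. None of these genes named the C2-like cluster, but the cluster was made from the same counts, so these values describe it and are not independent evidence. The *Psca* mean depended on how the clusters were drawn: it was 1.55 without cell cycle regression, the alternative that moved it most.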

The singular identity of C2 was characterized by genes previously found highly expressed in the adult ‘Lum-D’ population, including *Tacstd2*/*Trop2*, *Krt4*, *Psca*, as well as *Ly6d* and *Nupr1* (Figure 6H; Figure 6—figure supplement 2A).

Collectively, our scRNA-seq analysis show that adult ‘Lum-D’/PLCs share strong similarities with the unique C2 population identified in embryonic explant cultures. This suggests that the distinct proximal luminal lineage is established at the very onset of prostate specification.

### RUNX1^+^ cells contribute to the establishment of the proximal luminal lineage during embryonic prostate development

To trace the fate of RUNX1^+^ cells during embryonic prostate specification, we cultured UGS explants isolated from the *Runx1^CreER^ Rosa26^LSL-RFP^* lineage-tracing model. We performed 2 pulses of tamoxifen treatment on day 0 and 1 of culture and analyzed the explants on day 2 and day 7 (Figure 7A). The majority of the RFP labeled cells were in the most proximal RUNX1^+^ subset and rarely found in the distal area of the branches, where RUNX1^-^ cells reside (Figure 7B,C). Accordingly, the proportion of RFP^+^ RUNX1^+^ cells remained stable between days 2 and 7 (Figure 7D). Also, the fraction of RFP^+^ cells co-expressing p63 remained unchanged throughout the culture (Figure 7—figure supplement 1A–C), while a small fraction diversified into either K5^+^ or K8^+^ cells (Figure 7—figure supplement 1D,E). The scattered RFP^+^ RUNX1^-^ cells detected in distal branches by day 7 often co-expressed NKX3.1 (Figure 7E,F). Overall, this indicates that *Runx1*-expressing cells only marginally contribute to the expansion of the NKX3.1 compartment (Figure 7G). Finally, we wondered whether RUNX1^+^ cells contributed to the establishment of the proximal luminal lineage. We evaluated the proportion of RFP-labeled cells co-expressing K4, previously identified as a marker of the developing C2 and adult Lum-D populations (Figures 3D and 6H). Interestingly, the fraction of K4^+^ RFP labeled cells increased from 56.9 ± 10.6% to 74.1 ± 3.0% between day 2 and 7 (Figure 7F,G). There was also an increase of RFP^+^ cells expressing *Nupr1*, another marker of the C2 cluster (Figure 7—figure supplement 1F–H). Taken together, these results show that only a small subset of *Runx1-*expressing cells contributes to the expansion of NKX3.1^+^ lineage, found in the distal region of the developing prostatic buds. Instead, the majority of *Runx1-*expressing cells preferentially remain in the proximal region of the premature buds, where the proximal luminal lineage is established.

**Figure 7.**
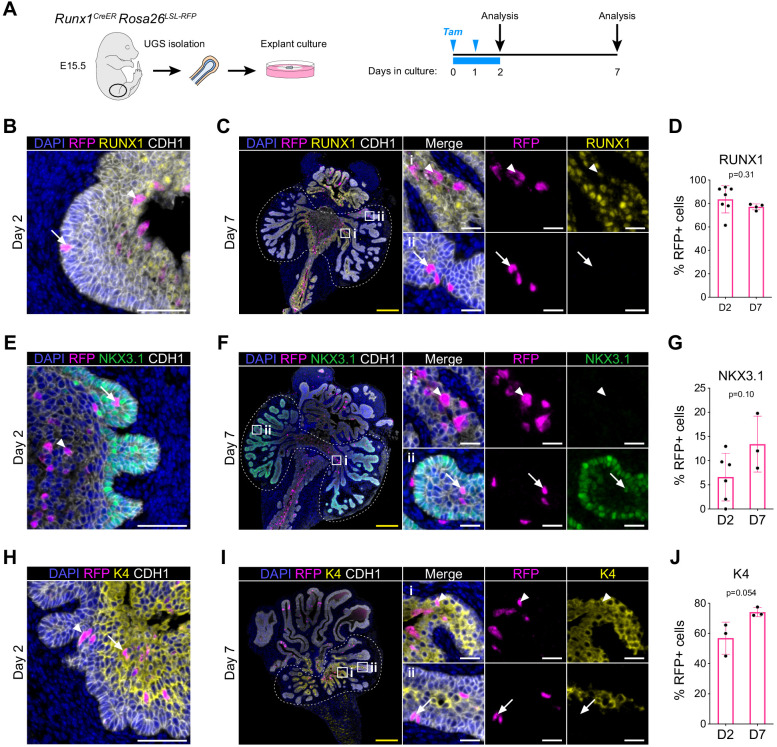
RUNX1^+^ cells contribute to the establishment of the proximal luminal lineage during embryonic prostate development. (**A**) Strategy for lineage tracing of RUNX1^+^ cells in UGS explant cultures. Tamoxifen was applied on day 0 and day 1 and washed out on day 2. (**B, C**) Co-immunostaining of RFP, RUNX1, CDH1 in UGS explants harvested at day 2 (**B**) and day 7 (**C**). Higher magnification images of proximal (**i**) and (ii) distal regions are shown for day 7. Arrows show RFP^+^ RUNX1-low cells, arrowheads show RFP^+^ RUNX1^+^ cells. Scale bars: 200 µm (yellow) and 50 µm (white). (**C**) Quantification of the percentage of epithelial RUNX1^+^ cells in the RFP subset at day 2 (*n* = 7) and day 7 (*n* = 3) of UGS explant cultures. Quantification was performed within the boundaries delimited in **B** by dotted lines. (**E, F**) Co-immunostaining of RFP, NKX3.1, CDH1 in UGS explants harvested at day 2 (**E**) and day 7 (**F**). Higher magnification images of (**i**) proximal and (ii) distal regions are shown for day 7. Arrows show RFP^+^ NKX3.1^+^ cells, arrowheads show RFP^+^ NKX3.1^-^ cells. Scale bars: 200 µm (yellow) and 50 µm (white). (**G**) Quantification of the percentage of epithelial NKX3.1^+^ cells in the RFP subset at day 2 (*n* = 6) and day 7 (*n* = 4) of UGS explant cultures. Quantification was performed within the boundaries delimited in **F** by dotted lines. (**H, I**) Co-immunostaining of RFP, K4, CDH1 in UGS explants harvested at day 2 (**H**) and day 7 (**I**). Higher magnification images of (**i**) proximal and (ii) distal regions are shown for day 7. Arrows show RFP^+^ K4 cells, arrowheads show RFP^+^ K4^+^ cells. Scale bars: 200 µm (yellow) and 50 µm (white). (**J**) Quantification of the percentage of epithelial K4^+^ cells in the RFP subset at day 2 (*n* = 3) and day 7 (*n* = 3) of UGS explant cultures. Quantification was performed within the boundaries delimited in **I** by dotted lines. Source files are available in Figure 7—source data 1. Figure 7—source data 1.Source data files for Figure 7.

**Figure 7—figure supplement 1.**
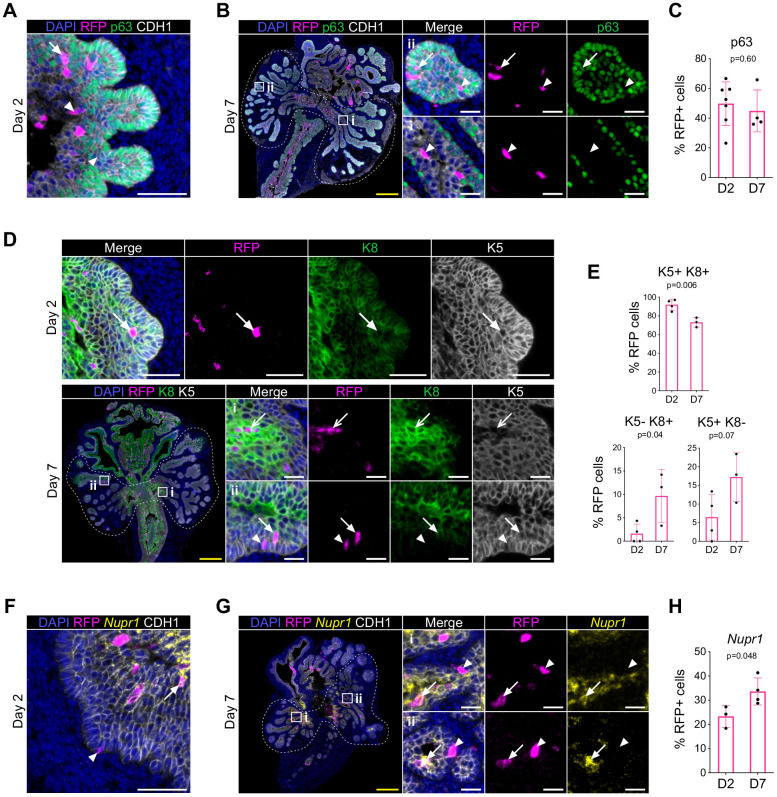
Lineage tracing of RUNX1-expressing cells in UGS explants. (**A, B**) Co-immunostaining of RFP, p63, CDH1 in UGS explants harvested at day 2 (**A**) and day 7 (**B**). Higher magnification images of (i) proximal and (ii) distal regions are shown for day 7. Arrows show RFP^+^ p63^+^ cells, arrowheads show RFP^+^ p63^-^ cells. Scale bars: 200 µm (yellow) and 50 µm (white). (**C**) Quantification of the percentage of epithelial RFP^+^ p63^+^ cells at day 2 (*n* = 7) and day 7 (*n* = 4) of UGS explant cultures. Quantification was performed within the boundaries delimited in **B** by dotted lines. (**D**) Co-immunostaining of RFP, K5, K8 in UGS explants harvested at day 2 (top) and day 7 (bottom). Higher magnification images of proximal (i) and (ii) distal regions are shown for day 7. Arrows show RFP^+^ K5^+^ K8^+^ cells, chevron arrows show RFP^+^ K5^-^ K8^+^, arrowheads show RFP^+^ K5^+^ K8^-^ cells. Scale bars: 200 µm (yellow) and 50 µm (white). (**E**) Quantification of the percentage of epithelial K5^+^ K8^+^, K5^-^ K8^+^ cells and K5^+^ K8^-^ cells in the RFP subset at day 2 (*n* = 4) and day 7 (*n* = 3) of UGS explant cultures. Quantifications were performed within the boundaries delimited in **D** by dotted lines. (**F, G**) Co-immunostaining of RFP, *Nupr1* (mRNA), CDH1 in UGS explants harvested at day 2 (**F**) and day 7 (**G**). Higher magnification images of (i) proximal and (ii) distal regions are shown for day 7. Arrows show RFP^+^ *Nupr1*^+^ cells, arrowheads show RFP^+^ *Nupr1*^-^ cells. Scale bars: 200 µm (yellow) and 50 µm (white). (**J**) Quantification of the percentage of epithelial K4^+^ cells in the RFP subset at day 2 (*n* = 3) and day 7 (*n* = 4) of UGS explant cultures. Quantification was performed within the boundaries delimited in **G** by dotted lines. Source files are available in Figure 7—figure supplement 1—source data 1. Figure 7—figure supplement 1—source data 1.Source data files for Figure 7—figure supplement 1.

## Discussion

In this study, we identified RUNX1 as a new marker of a luminal population enriched in the proximal region of the prostatic ducts. By combining scRNA-seq profiling and genetic lineage tracing of *Runx1-*expressing cells, we show that RUNX1^+^ PLCs present in the intact prostate constitute a developmentally distinct and intrinsically castration-resistant luminal lineage. We propose that proximal and distal lineages are separate luminal entities from the earliest stages of prostate development. As such, our study provides novel insights into the cellular composition and developmental hierarchy of the mouse prostate epithelium.

Until the recent advances in single-cell technologies, the prostate epithelial hierarchy was mainly defined based on anatomical features of the basal and luminal layers, their histological characteristics and the expression of a small subset of markers (Shen and Abate-Shen, 2010; Toivanen and Shen, 2017). Here, we present two comprehensive scRNA-seq dataset covering both the adult and the developing prostate. To our knowledge, this constitutes the first comprehensive single-cell atlas covering both intact and castrated adult mouse prostates, annotated by their lobe of origin. These datasets can be browsed interactively at http://shiny.cruk.manchester.ac.uk/pscapp/. In particular, our adult scRNA-seq dataset highlighted an extensive degree of cellular heterogeneity, in particular within the luminal epithelia. Several studies recently made similar observations either focusing on the AP (Karthaus et al., 2020), the intact prostate (Crowley et al., 2020; Joseph et al., 2020), or both the intact and castrated prostates (Guo et al., 2020). Integration of these multiple datasets will provide a more global view of the transcriptional landscape of the prostate epithelium.

Although mainly known as a master regulator of hematopoiesis, RUNX1 is increasingly implicated in hormone-associated epithelia including malignant conditions such as prostate cancer (Banach-Petrosky et al., 2007; Lie-A-Ling et al., 2020; Scheitz et al., 2012; Takayama et al., 2015). Here, we identified a subset of RUNX1^+^ luminal cells located in the proximal region of the developing and adult prostate, referred to as RUNX1^+^ PLCs, and corresponding to the Lum-D cluster identified in our adult scRNA-seq dataset. Of note, this subset appears to be the equivalent of the ‘L2’ (Karthaus et al., 2020) or ‘LumP’ (Crowley et al., 2020), or ‘Lum-C’ (Guo et al., 2020) clusters identified in recent studies. In light of the extensive contribution of RUNX transcription factors to developmental processes (Mevel et al., 2019), our study suggests that *Runx1*, but also *Runx2*, may be involved in the development and maintenance of specific subpopulations of the prostate epithelium. Future work should therefore aim at characterizing the functional role played by RUNX factors in the prostate, in particular in PLCs.

We demonstrate that these RUNX1^+^ PLCs exhibit a greater organoid forming potential compared to the remaining luminal fraction, consistent with previous reports isolating similar proximal populations using different markers such as SCA-1, TROP2 or CD26 (Crowley et al., 2020; Goldstein et al., 2008; Guo et al., 2020; Karthaus et al., 2020; Kwon et al., 2016). Furthermore, RUNX1^+^ PLCs predominantly formed unipotent K8^+^ hollow organoids demonstrating their preferential commitment to the luminal fate. The greater clonogenicity of RUNX1^+^ PLCs may in fact be linked to the gene expression profile of the corresponding Lum-D population, suggesting a more immature epithelial state, committed to the luminal lineage but not the secretory function of the prostate. Similar to the enhanced regenerative potential of glandular basal cells under specific regenerative conditions (Centonze et al., 2020), it is tempting to speculate that these cells act as a latent niche of ‘facultative’ luminal stem cells (Clevers and Watt, 2018), primed to generate a structured prostatic epithelium under defined conditions.

Further characterization of RUNX1 expression in prostate development revealed a consistent expression pattern with the adult. RUNX1^+^ luminal cells were restricted to the most proximal region of the developing prostate buds, both in embryos and UGS explant cultures. Our scRNA-seq of the developing prostate revealed a broad basal identity, supporting the presence of multipotent basal progenitors during embryonic development (Ousset et al., 2012; Pignon et al., 2013), switching to unipotency postnatally (Tika et al., 2019). However, we observed a distinct cluster (C2) that strongly resembled the adult Lum-D population, suggesting an early branching event towards the proximal luminal fate at the onset of prostate development. Subsequent lineage-tracing experiments indicated that *Runx1-*expressing cells preferentially populate the emerging proximal luminal identity. It would be interesting to determine if the adult Lum-A, Lum-B, and Lum-C derive from multipotent-basal progenitors or from any specific clusters identified in the developing prostate. This appears to be the case at least for the adult Lum-D/RUNX1^+^ PLCs which already emerges during embryonic specification.

Our data also sheds a light on the regenerative potential of specific epithelial populations. Basal and luminal lineages have previously been shown to be largely self-sustained using generic basal and luminal *Cre* drivers (Choi et al., 2012; Ousset et al., 2012). However, whether distinct subpopulations of luminal cells contribute to the regeneration of the others remains poorly understood (Wang et al., 2009; Yoo et al., 2016). Our characterization of RUNX1^+^ PLCs and the detection of a wide variety of luminal populations in our adult prostate scRNA-seq data highlights the possible existence of multiple self-contained luminal populations. Indeed, *Runx1-*driven genetic-tracing experiments in regression-regeneration assays revealed that RUNX1^+^ PLCs did not contribute substantially to the regeneration of distal NKX3.1^+^ cells. It was however evident that RUNX1^+^ PLCs are intrinsically castration resistant and capable of sustaining their own lineage in the regenerated prostate. Recently, it was proposed that prostate epithelial regeneration is driven by almost all luminal cells persisting in castrated prostates (Karthaus et al., 2020). Our results are compatible with this model, but we further demonstrate that not all luminal subsets retain the same in vivo regenerative potential in response to androgen stimulation. Thus, we suggest that the model of self-sustained basal and luminal populations might be extended to individual luminal subpopulations. This hypothesis should be tested in the future using a more specific Lum-D *Cre* driver (e.g. *Krt4*/*Psca*). It will also be of interest to investigate the self-sustenance of other luminal compartments using Lum-A, Lum-B, and Lum-C specific *Cre* drivers.

Finally, our study suggests that the emerging C2/Lum-D population retains a more embryonic-like program, which may relate to their intrinsic castration-resistant potential and have broader relevance to cancer treatment. Along these lines, recent work by Guo and colleagues indicates that *Pten* loss induced in *Psca-*expressing cells of the proximal prostate can initiate prostatic intraepithelial neoplasia (Guo et al., 2020). These results warrant future investigation of this luminal subset in the context of cancer development, tumor aggressiveness and treatment responses.

In conclusion, we characterized the expression pattern of *Runx1* in the developing, normal and castrated mouse prostate. We observed that *Runx1* marks proximal luminal cells, which is a distinct luminal lineage emerging early during prostate specification, displaying intrinsic castration-resistant and self-sustaining properties. Our results therefore reveal strong intrinsic lineage differences within the luminal compartment of the prostate epithelium.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus,* male)	ICR (CD-1) wild-type	Envigo	Hsd:ICR (CD-1)	7–15 week old males
Strain, strain background (*Mus musculus,* male)	P1-*Runx1*:GFP	Georges Lacaud lab		7–15 week old males
Strain, strain background (*Mus musculus,* male)	P2-*Runx1*:RFP	Georges Lacaud lab		7–15 week old males
Strain, strain background (*Mus musculus,* male)	*Runx1*^mER-CRE-mER^ *Runx1^CreER^ Rosa26^LSL-RFP^*	RIKEN (Japan) Samokhvalov et al., 2007	Runx1-MER-Cre-MER	C57Bl/6J background 7–15 week old males
Strain, strain background (*Mus musculus,* male)	*Rosa26*^Lox-Stop-Lox-tdRFP^ *Runx1^CreER^ Rosa26^LSL-RFP^*	European Mouse Mutant Archive Luche et al., 2007	B6.Cg-Thy1 Gt(ROSA)26Sortm1Hjf	C57Bl/6J background 7–15 week old males
Antibody	Anti-RUNX1 (rabbit monoclonal)	Cell Signaling	Cat: 8529 RRID:AB_10950225	IHC/IF (1:100)
Antibody	Anti-NKX3.1 (rabbit polyclonal)	Athenaes	Cat: AES-0314	IHC/IF (1:200)
Antibody	Anti-CDH1 (goat polyclonal)	R and D Systems	Cat: AF748 AB_355568	IHC/IF (1:400)
Antibody	Anti-p63 (rabbit monoclonal)	Cell Signaling	Cat: 39692 RRID:AB_2799159	IHC/IF (1:800)
Antibody	Anti-K5 (rabbit monoclonal)	Abcam	Cat: ab52635 RRID:AB_869890	IHC/IF (1:400)
Antibody	Anti-K8 (rabbit monoclonal)	Abcam	Cat: ab53280 RRID:AB_869901	IHC/IF (1:400)
Antibody	Anti-K4 (mouse monoclonal)	Abcam	Cat: Ab9004 RRID:AB_306932	IHC/IF (1:100)
Antibody	Anti-LY6D (rabbit polyclonal)	Proteintech	Cat: 17361–1-AP	IHC/IF (1:100)
Antibody	Anti-TROP-2 (goat polyclonal)	R and D Systems	Cat: AF1122 RRID:AB_2205662	IHC/IF (1:200)
Antibody	Anti-BrdU (rat monoclonal)	Abcam	Cat: ab6326 RRID:AB_305426	IHC/IF (1:400)
Antibody	Anti-Ki67 (rabbit monoclonal)	Abcam	Cat: ab15580 RRID:AB_443209	IHC/IF (1:800)
Antibody	Anti-RFP (rabbit polyclonal)	Rockland	Cat: 600-402-379 RRID:AB_828391	IHC/IF (1:400)
Antibody	Anti-RFP (rabbit monoclonal)	MBL	Cat: PM005 RRID:AB_591279	IF (1:200)
Antibody	Anti-GFP (rabbit polyclonal)	MBL	Cat: 598 RRID:AB_591816	IF (1:200)
Antibody	EnVision+/HRP Anti-Rabbit	Dako (Agilent)	Cat: K4003 RRID:AB_2630375	IHC/IF Ready to use
Antibody	EnVision+/HRP Anti-Rabbit	Dako (Agilent)	Cat: K4001 RRID:AB_2827819	IHC/IF Ready to use
Antibody	ImmPRESS HRP Anti-Goat	Vector Laboratories	Cat: MP-7405 RRID:AB_2336526	IHC/IF Ready to use
Antibody	ImmPRESS HRP Anti-Rat	Vector Laboratories	Cat: MP-7444 RRID:AB_2336530	IHC/IF Ready to use
Antibody	Donkey anti-Goat IgG 647	ThermoFischer Scientific	Cat: A-21447 RRID:AB_141844	IF (1:400)
Antibody	Anti-CD16/32 Fc block	Biolegend	Cat: 101301 Clone: 93 RRID:AB_312800	FACS (1:200)
Antibody	Anti-CD45 SB436	ThermoFischer Scientific	Cat: 62-0451-82 Clone: 30-F11 RRID:AB_2744774	FACS (1:200)
Antibody	Anti-EPCAM BV421	Biolegend	Cat: 118225 Clone: G8.8 RRID:AB_2563983	FACS (1:200)
Antibody	Anti-EPCAM APC	Biolegend	Cat: 118214 Clone: G8.8 RRID:AB_1134102	FACS (1:200)
Antibody	Anti-CD49f FITC	Biolegend	Cat: 313606 Clone: GoH3 RRID:AB_345300	FACS (1:200)
Antibody	Anti-CD49f APC	Biolegend	Cat: 313616 Clone: GoH3 RRID:AB_1575047	FACS (1:200)
Antibody	Anti-CD24 BV786	BD Biosciences	Cat: 744470 Clone: M1/69 RRID:AB_2742258	FACS (1:200)
Sequence-based reagent	MULTI-seq reagents	Zev Gartner lab McGinnis et al., 2019b		
Software, algorithm	R v3.6.3	CRAN R Project	SCR_001905	https://cran.r-project.org
Software, algorithm	deMULTIplex	McGinnis et al., 2019b		https://github.com/chris-mcginnis-ucsf/MULTI-seq
Software, algorithm	DoubletFinder	McGinnis et al., 2019a	SCR_018771	https://github.com/chris-mcginnis-ucsf/DoubletFinder
Software, algorithm	Seurat v3.1.5	Satija et al., 2015; Rahul Satija lab	SCR_016341	https://github.com/satijalab/seurat
Software, algorithm	Scanpy v1.4.6 PAGA	Wolf et al., 2019	SCR_018139	https://scanpy.readthedocs.io/en/stable/
Software, algorithm	AUCell v1.8.0	Aibar et al., 2017		https://github.com/aertslab/AUCell
Software, algorithm	scater v1.14.6	Bioconductor	SCR_015954	https://bioconductor.org/packages/release/bioc/html/scater.html
Software, algorithm	QuPath v0.2	Bankhead et al., 2017	SCR_018257	https://qupath.github.io/
Software, algorithm	Cellranger v3.1.0	10x Genomics	SCR_017344	
Software, algorithm	FlowJo v10	BD Life Sciences	SCR_008520	
Software, algorithm	Harmony	PerkinElmer	SCR_018809	
Software, algorithm	Graphpad Prism v8.4.2	Graphpad	SCR_002798	

### Animal work

Animal experiments were approved by the Animal Welfare and Ethics Review Body (AWERB) of the Cancer Research UK Manchester Institute and conducted according to the UK Home Office Project Licence (PPL 70/8580). Genetic lineage-tracing experiments were performed at the Beatson Biological Services Unit (PPL 70/8645 and P5EE22AEE) and approved by the University of Glasgow AWERB. Mice were maintained in purpose-built facility in a 12 hr light/dark cycle with continual access to food and water.

Immunocompetent wild-type ICR (CD-1) mice were purchased from Envigo. P1-*Runx1*:GFP and P2-*Runx1*:RFP have been described previously (Draper et al., 2018; Sroczynska et al., 2009). Colonies were maintained on a ICR (CD-1) background. C57Bl/6J *Runx1*^mER-CRE-mER^ (Samokhvalov et al., 2007) were provided by RIKEN (Japan). C57Bl/6J *Rosa26*^lox-stop-lox-tdRFP^ mice (Luche et al., 2007) were acquired from the European Mouse Mutant Archive (EMMA). For all transgenic lines, routine genotyping was undertaken at weaning (3 weeks of age) by automated PCR genotyping (Transnetyx). For timed mating experiments, vaginal plug detection was considered as embryonic day (E) 0.5.

All animal procedures were performed on adult males at least 7 weeks of age. Surgical castration was carried out under aseptic conditions. For prostate regeneration assays, testosterone pellets (Belma Technologies) were implanted subcutaneously. For in vivo genetic lineage-tracing experiments, tamoxifen (Sigma, T5648) was resuspended in ethanol and diluted in corn oil at a concentration of 10 mg/mL and administered via intra-peritoneal injections daily for 4 consecutive days using the following regimen: 3 mg, 2 mg, 2 mg, 2 mg.

### Isolation of mouse prostate cells

All dissections were performed under a stereo microscope in sterile PBS. Dissociated murine prostate cells were obtained by digesting pre-minced prostate tissue for 1 hr at 37°C in digestive medium prepared in prepared in ADMEM/F12 (Gibco), and containing 1 mg/mL Collagenase Type I (ThermoFischer Scientific, #17018029), 1 mg/mL Dispase II (ThermoFischer Scientific, #17105041), 10% Fetal Bovine Serum (Gibco), 1% Penicillin-Streptomycin-Glutamine (Sigma), and 10 μM Y-27632 dyhydrochloride (Chemdea, #CD0141). For embryonic urogenital sinuses (UGS), dissociation time was reduced to 30 min. Single cells were obtained after an additional 10 min incubation in TrypLE (Gibco) at 37°C before mechanical dissociation with a syringe and needle (25G). Cells were then filtered through a 50-μm cell strainer.

### Flow-cytometry and cell-sorting

Single cell suspensions were kept in Advanced DMEM/F-12 (Gibco) containing 5% FBS supplemented with 10 μM Y-27632. Cells were incubated for 10 min using unconjugated anti-mouse CD16/32 antibody (Biolegend, C93, #101301) at 4 °C prior to labeling with specific fluorochrome-labeled antibodies. Details of FACS reagents and antibodies are listed in the Key Resources Table. Cells were filtered through a 50 μm cell strainer prior to acquisition. Hoechst 33258 or Sytox blue (ThermoFischer Scientific) were used as viability stains. Single-cell suspensions were analyzed on a Fortessa (BD Biosciences) and sorts were performed on a FACSAriaIII (BD Biosciences). FACS data were analyzed using FlowJo software (BD Life Sciences).

### Organoid formation assays

In vitro organoid formation assays were performed as described in Drost et al., 2016. Single cells were resuspended in 40 μL drops of phenol red-free Cultrex RGF BME Type 2 (BME 2, Amsbio, #3533-005-02), and seeded in CellCarrier-96 Ultra Microplates (PerkinElmer, #6055302). Defined organoid culture medium was prepared with Advanced DMEM/F-12 (Gibco), supplemented with 10 mM Hepes (Sigma), Gutamax (Gibco), Penicillin/Streptomycin (Sigma), B27 (Life Technologies, 17504–044), 50 mg/mL EGF (PeproTech, #AF-100–15), 500 ng/mL R-spondin 1 (R and D Systems, #4645-RS), 100 ng/mL Noggin (R and D Systems, #6057 NG), 10 mM Y-27632 dyhydrochloride (Chemdea, #CD0141), 200 nM A83-01 (Tocris Bioscience, #2939), 1.25 mM N-Acetylcystein (Sigma), and 1 nM Dihydrotestosterone (DHT, Sigma #730637). Medium was refreshed every 2–3 days, and organoid cultures were scored after 7 days.

### UGS explant cultures

UGS explant cultures were performed as described previously (Kruithof-de Julio et al., 2013). Briefly, E15.5 embryos were obtained from timed matings. Urogenital sinuses (UGS) were isolated from the embryos and cultured using a Durapore Membrane Filter 0.65 μm (#DVPP02500) placed on a stainless-steel mesh for up to 7 days in Ham’s F-12/DMEM (Gibco) supplemented with Insulin-Transferrin-Sodium Selenite Supplement (Roche) and 10 μM dihydrotestosterone (Sigma). Media were renewed every 2–3 days. For lineage-tracing experiments, tamoxifen-induced labeling was performed using 0.5 μM 4-hydroxytamoxifen (#T176, Sigma).

### Immunohistochemistry

Prostate tissues were harvested and fixed in 10% buffered formalin for 24 hr. Fixed tissues were processed using standard procedures and embedded in paraffin. Formalin-fixed paraffin-embedded (FFPE) sections (4 μm) were cut and dried overnight at 37°C. Multiplexed immunofluorescent stainings of FFPE sections were performed on an automated Leica BOND RX platform using the Opal multiplexing workflow (PerkinElmer). In brief, sections were dewaxed, and rehydrated, and endogenous peroxidase activity was quenched by 10 min pre-treatment with 3% hydrogen peroxide diluted in TBS-T (Tris-Buffered Saline 0.05% Tween-20). Following on-board heat-induced epitope retrieval with citrate buffer (pH 6.0) for 20 min, sections were incubated for 10 min with 10% Casein (Vector Laboratories) diluted in TBS-T. Each staining cycle included a primary antibody incubation for 30 min, followed by buffer washes, and 30 min incubation with HRP -labeled secondary antibodies (Key Resources Table). After further washes, the Tyramide labeled with a fluorophore (Opal 520, Opal 570 or Opal 650, PerkinElmer) was added for a final 10 min. Subsequent antibody stainings were performed by repeating the same procedure, separated by heat-mediated antibody denaturation using citrate buffer (pH 6.0) for 5 min at 95°C. Nuclei were counterstained with DAPI (Sigma) and slides were sealed using ProLong Gold Antifade Mountant (ThermoFischer Scientific). In situ hybridization (ISH) to detect *Nupr1* (ACD, LS 2.5 Mm-Nupr1 #434818) was done using the Multiplex Fluorescent detection kit (ACD) on the automated Leica BOND RX platform following the manufacturer’s instructions. Pre-treatment was done using an EDTA based pH 9.0 epitope retrieval solution for 15 min at 88°C followed by 10 min protease incubation. After ISH, antibody staining was carried out using an anti-RFP antibody for 1 hr detected with EnVision HRP anti-rabbit secondary (Agilent) followed by incubation with Tyramide-conjugated Opal 570 (PerkinElmer) as described above. Anti-CDH1 antibody was applied for 1 hr and detected using an anti-goat Alexa Fluor 647 secondary antibody (ThermoFischer Scientific, #A-21447). Staining of frozen sections was performed as described previously (Thambyrajah et al., 2016). The list of antibodies used is available in the Key Resources Table.

### Image acquisition and analysis

Whole-slide images were acquired on an Olympus VS120 slide scanner. Images were analyzed using QuPath v0.2 (Bankhead et al., 2017). Briefly, annotations were drawn manually to select areas of interest. Nuclear detection was achieved using the ‘cell detection’ module on the DAPI channel. A classifier was then trained for each batch of images using the random forest algorithm, to detect the epithelial layers based on either CDH1 or K5/K8 stainings. Single-cell intensity measurements were analyzed using R (3.6.3). For Quantitative Imaged-Based Cytometry (QBIC), single-cell intensity measurements were log_10_ transformed and plotted using the ‘geom_hex’ function of the ggplot2 R package. QuPath was used to extract representative high-quality raw images of selected areas from whole slide images using the ‘Send region to ImageJ’ tool. Images used for publication were processed with ImageJ (NIH Image, Maryland, USA). Confocal images were acquired using a Leica TCS SP8 confocal microscope and LAS X Leica software. Images of whole UGS explant culture were taken using a Leica MZ FLIII microscope.

### Whole-mount immunofluorescent staining of organoids

Whole-mount staining was adapted from Yokomizo et al., 2012. Organoids were fixed directly in 96-well plates using 4% paraformaldehyde for 1 hr at 4°C. After three washes of 5 min in PBS, organoids were incubated in PBS-BST, containing PBS, 1% milk, 1% BSA, 10% goat serum (Agilent, #X090710), 0.4% Triton X-100. Pre-conjugated primary antibodies, K5 Alexa Fluor 647 (#ab193895, Abcam) and K8 Alexa Fluor 488 (#ab192467, Abcam) were diluted at 1/400 in PBS-BST and incubated with the organoids overnight at 4°C on a rocking platform. After three washes of 1 hr in PBS-BST at 4°C, organoids were stained with DAPI at 2 μg/mL diluted in PBS-BST and incubated for another 30 min at 4°C on a rocking platform. Images were acquired on an Opera Phenix High Content Screening System using the 10x air and 20x water lenses. Quantitative analysis was performed using the Harmony software on maximum projection images.

### scRNA-seq sample preparation

A detailed description of the samples, replicates, and the corresponding cellular populations used for each sequencing run is provided in Supplementary file 1. For the adult mouse prostate dataset, AP, DLP, and VP lobes were micro dissected and pooled from P2-*Runx1*:RFP reporter mice after dissociation. Single live EPCAM^+^ cells from RFP^+^ and RFP^-^ fractions of each lobes were sorted separately (containing a mix of CD49f^high^ basal and CD24^high^ luminal cells). For the UGS explant culture dataset, the middle regions of the explants were micro dissected to enrich for prostatic branching events and pooled by time point after dissociation. Single live EPCAM+ cells were sorted for each independent time point.

### scRNA-seq sample multiplexing

Individually sorted populations were multiplexed using the MULTI-seq protocol (McGinnis et al., 2019b). Reagents were kindly provided by Dr. Zev Gartner. In brief, after sorting, cells were washed once in cold serum- and BSA-free PBS. A lipid-modified DNA oligonucleotide and a specific sample barcode oligonucleotide were then mixed and added to the cells at a final concentration of 200 nM each, and incubated in cold PBS for 5 min. Each individual sample to be multiplexed received an independent sample barcode. Next, a common lipid-modified co-anchor was added at 200 nM to each sample to stabilize the membrane bound barcodes. After an additional 5 min incubation on ice, cells were washed two times with PBS containing 1% FBS 1% BSA in order to quench unbound barcodes. Samples were then pooled together and washed once with PBS 1% FBS 1% BSA. After cell counting, cells were loaded in a Chromium Single Cell 3ʹ GEM Library and Gel Bead Kit v3 (10x Genomics). scRNA-seq library preparation, sequencing and pre-processing.

Gene expression (cDNA) libraries were prepared according to the manufacturer’s protocol. MULTI-seq barcode libraries were separated from the cDNA libraries during the first round of size selection, and PCR amplified prior to sequencing according to the MULTI-seq library preparation protocol (McGinnis et al., 2019b). For the adult mouse prostate dataset, cDNA libraries of ‘run 1’ and ‘run 2’ were sequenced on Illumina NovaSeq 6000 System, and ‘run 3’ was sequenced on Illumina HiSeq 2500. The UGS mouse prostate explant run was also sequenced on Illumina HiSeq 2500. Sequencing data of cDNA libraries were processed using Cellranger v3.1.0 and mapped onto mm10 mouse reference genome. Pre-processing of the MULTI-seq library fastq files was performed using the ‘deMULTIplex’ (v1.0.2) R package (https://github.com/chris-mcginnis-ucsf/MULTI-seq) to generate a sample barcode UMI count matrix. Detailed quality control metrics of each sequencing run are provided in Supplementary file 1.

### Adult mouse prostate dataset analysis

#### Quality control and barcode demultiplexing of individual runs

Each run was pre-processed individually prior data integration. Cellranger outputs were loaded into the R package Seurat (v3.1.5). Cells were kept if they had more than 750 detected genes, less than 7500 UMIs and less than 10% mitochondrial transcripts. Sample barcodes were demultiplexed using the HTODemux function implemented in Seurat. Briefly, a negative binomial distribution was used to estimate the background levels based on *k*-means clustering of the barcode normalized counts. Barcodes with values above the 99% quantile were considered ‘positive’ for a given sample. Cells positive for more than one barcode were considered as ‘doublets’. Doublets and negative cells were excluded for all downstream analyses. Thresholds were empirically adjusted to remove additional cells with possible ambiguous classification (Supplementary file 1). Of note, in both ‘run 1’ and ‘run 2’, a large number of cells were classified ‘negative’ due to the failed labeling of ‘Bar3’ (corresponding to ‘Intact DLP RFP+’ sample). For these runs, we used DoubletFinder (McGinnis et al., 2019a) to remove predicted doublets missed out as a consequence of the failed labeling of ‘Bar3’. After classification, barcodes were represented in UMAP space to confirm the purity of the barcode assignment obtained for each sample (Figure 3—figure supplement 1A). We obtained a total of 4499 cells from three independent experiments.

#### Integration, low dimensional embedding, and clustering

Data aggregation was performed according to the standard integration procedure implemented in Seurat. In brief, each dataset was log normalized, and 3000 variable features were initially computed using the ‘vst’ method. For integration, 2000 features and 50 dimensions were used as anchors. Integrated data were scaled and the first 50 principal components (PC) were calculated for downstream analyses. Uniform Manifold Approximation and Projection (UMAP) (McInnes et al., 2018) was used for visualization. Graph-based louvain clustering was performed on a shared nearest neighbor graph constructed using 20 nearest neighbors for every cell, and a resolution of 0.4, which gave a reasonable segmentation of the data (Figure 3—figure supplement 1B,C). Extensive exploration of each cluster based on known marker genes was then carried out to subset prostate epithelial cells. We found 10 prostate epithelial clusters (*Epcam*, *Krt8*, *Cd24a*, *Spink1*, *Krt19*, *Tacstd2*, *Psca*, *Krt4*, *Tgm4*, *Nkx3-1*, *Pbsn*, *Msmb*, *Piezo2*, *Trp63*, *Krt5*, *Krt14*), 3 clusters of hematopoietic cells (*Vim*, *Ptprc*, *Cd74*, *Itgam*, *Cd3d*), 1 cluster of endothelial cells (*Pecam1*), 1 cluster of fibroblasts (*Vim*, *Col1a1*) and 1 cluster of mesonephric derivatives (*Svs2*, *Pax2*) (Figure 3—figure supplement 1D, E).

#### Analysis of prostate epithelial populations

The same dimension reduction approach described above was performed on the selected prostate epithelial clusters, using a resolution of 0.3 for graph-based louvain clustering. We annotated one large population of basal cells by merging three subclusters highly expressing *Krt5*, *Krt14* and *Trp63* as we did not discuss the heterogeneity of the basal compartment in this study (Figure 3B–D; Figure 3—figure supplement 2F,I). We annotated the different luminal clusters expressing higher levels of *Cd26*/*Dpp4, Cd24a*, *Krt8* and *Krt18*, as Lum-A, Lum-B, Lum-C, Lum-D, Lum-E and Lum-F. Several genes specifically marked each cluster, including *Sbp*/*Spink1* in Lum-A, *Tgm4* in Lum-B, *Msmb* in Lum-C, *Psca*/*Krt4* in Lum-D, *Basp1*/*Lpl* in Lum-E, and *Crym* in Lum-F (Figure 3C,D; Figure 3—figure supplement 3A). Data were then imported in Scanpy (v1.4.6) to infer lineage relationships between cellular populations via partition-based graph abstraction (PAGA) implemented in the tl.paga function (Wolf et al., 2019). Briefly, a single-cell neighborhood graph (n_neighbors = 50) was computed using the integrated principal components previously calculated in Seurat. PAGA was generated based on our annotated clusters. The final UMAP representation was generated using PAGA-initialized positions to better preserve the global topology of the data. All final data visualizations were generated in R.

#### Differential gene expression analysis and gene ontology

Differential gene expression analyses between clusters were performed using the MAST method (Finak et al., 2015) implemented in Seurat within the ‘FindAllMarkers’ and ‘FindMarkers’ functions. Testing was limited to genes detected in at least 25% of the tested populations (min.pct = 0.25) and showing at least ±0.25 log fold change difference (logfc.threshold = 0.25). The ‘g:GOSt’ function of the gprofiler2 R package was used to perform functional enrichment analysis on gene ontology terms (GO:BP, biological processes). Genes showing at least 0.50 log fold change enrichment in the group tested were kept.

### UGS explant cultures dataset

A similar strategy was applied for the analysis of the UGS explant culture dataset, with some alterations described below.

#### Quality control and barcode demultiplexing

Cells were kept if they had more than 1000 detected genes, and less than 7.5% mitochondrial transcripts. Barcode classification was performed as above, using the 90% quantile in ‘HTODemux’ (Figure 6—figure supplement 1A). We obtained a total of 5,122 cells that passed quality control from the four time points.

#### Low dimensional embedding and clustering

The first 50 principal components and 20 neighbors were used for UMAP visualization. Graph-based clustering was done using a resolution parameter of 0.3. We noticed a strong effect of cell cycle using cell cycles genes defined in Tirosh et al., 2016. This was particularly evident using the ‘CellCycleScoring’ function implemented in Seurat (Figure 6—figure supplement 1B). To minimize the impact of cell cycle on downstream analyses, the cell cycle scores were regressed out during data scaling. We identified six main clusters, that we annotated based on the expression of several marker genes (Figure 6—figure supplement 1C-E). We identified 2 clusters of developing mesonephric derivatives (*Hoxb7*, *Wfdc2*, *Gata3*, *Sox17*, *Pax2*, *Pax8*, *Lhx1*), 1 cluster of developing bladder urothelium (*Upk3a*, *Foxq1*, *Plaur*, *Krt7*, *Krt20*), 1 cluster of mesenchymal cells (*Vim*, *Col3a1*, *Col1a1*, *Pdgfra*, *Zeb1*) and 1 cluster corresponding to the developing prostatic epithelium (*Epcam*, *Krt8*, *Krt5*, *Krt14*, *Krt15*, *Shh*, *Hoxb13*, *Hoxd13*, *Nkx3-1*). We also identified one cluster largely associated with hypoxia and cellular stress ontologies (Figure 6—figure supplement 1F).

#### Analysis of the developing prostatic epithelium

The same dimension reduction approach was initially applied on the developing prostatic cluster. After graph-based clustering using a resolution of 0.5, 10 clusters were identified and visualized via UMAP (Figure 6—figure supplement 1G-J). We computed diffusion components using ‘runDiffusionMap’ (ncomponents = 20, k = 20) implemented in the scater (v1.14.6) R package. We found the small cluster C9 to be largely diverging from the remainder fraction in diffusion space, therefore it was excluded for downstream analysis (Figure 6—figure supplement 1K). We then imported the data in Scanpy and used the first 10 diffusion components to compute a neighborhood graph (n_neighbors = 20) which was used for PAGA. We finally computed a force-direct layout (ForceAtlas2) using PAGA-initialized positions.

#### Analysis of gene set activity

Gene signatures were generated from the list of differentially expressed genes by keeping those showing at least 0.50 log fold change enrichment in each given group. Gene lists were used as custom gene sets (Supplementary file 5) in the AUCell (Aibar et al., 2017) R package (v1.8.0). Briefly, AUCell uses the Area Under the Curve to evaluate the enrichment of a given gene set in each cell, in a ranking-based manner. It outputs an AUC score for each individual cell, which is used to explore the relative expression of the signature. Per cell AUC scores of each signatures were overlayed on the dimension reduction layout and plotted as boxplots to visualize enrichments across the different cellular subsets.

### Data availability

Raw sequencing files and processed gene expression matrices have been deposited in the NCBI Gene Expression Omnibus under the accession number GSE151944. The processed datasets for both mouse adult prostate and UGS prostate explant cultures can be accessed via a searchable R Shiny application available at http://shiny.cruk.manchester.ac.uk/pscapp/. All codes used to process data and generate figures are available on a public GitHub repository at https://github.com/glacaud/prostate-scRNAseq (Mevel, 2020 copy archived at swh:1:dir:c8a38de85e999a595715a4e0a41585fd6b94c44f).

### Statistical analyses

Statistical analyses were performed using Graphpad/Prism (v8.4.2). Data are represented as mean ± SD. Unless otherwise specified in the corresponding figure legend, two-tailed unpaired *t*-tests were used to compare means between two groups. Statistical significance was set at p<0.05. For animal model studies, no statistical method was used to pre-determine the sample size. No randomization or blinding was used for in vivo studies.

## Data Availability

Raw sequencing files and processed gene expression matrices have been deposited in the NCBI Gene Expression Omnibus under the accession number GSE151944. The processed datasets for both mouse adult prostate and UGS prostate explant cultures can be accessed via a searchable R Shiny application available at http://shiny.cruk.manchester.ac.uk/pscapp/. All code used to process data and generate figures is available on a public GitHub repository at https://github.com/glacaud/prostate-scRNAseq. (copy archived at https://archive.softwareheritage.org/swh:1:dir:c8a38de85e999a595715a4e0a41585fd6b94c44f). The following dataset was generated: MevelRLacaudG2020Runx1 marks a luminal castration resistant lineage established at the onset of prostate developmentNCBI Gene Expression OmnibusGSE15194410.7554/eLife.60225PMC764421333025905

How the deposited data were processed for this re-analysis (not part of the article)

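Droplet-based scRNA-seq of sorted EPCAM+ cells was analysed from 3 runs of adult P2-*Runx1*:RFP prostates and from 1 library of urogenital sinus explants at 4 time points. For each library the authors ran Cell Ranger 3.1.0 on the mm10 reference (GRCm38), and the files hold raw UMI counts of 31053 genes per cell together with MULTI-seq barcode counts. Cell Ranger counts reads that map to 1 gene, so genes with close paralogs are less certain. Sequencing saturation was 0.456 in run 1, 0.445 in run 2, 0.565 in run 3 and 0.381 in the explant library. The median number of UMIs of the cells assigned to 1 sorted population was 13055 in run 1, 10619 in run 2, 9750.0 in run 3 and 14785 in the explant library, before any choice of clusters.

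Barcode thresholds came from Supplementary file 1: a cell was assigned where 1 barcode was above its HTODemux threshold and also above the additional threshold. In runs 1, 2 and 3 and the explant library, 598, 1120, 118 and 500 cells were negative, 326, 962, 452 and 823 had more than 1 barcode, and 143, 122, 0 and 93 were under the additional threshold. DoubletFinder was not used here, and no doublet score was applied in the settings reported. Scrublet, in the implementation of scanpy, predicted 6, 4, 6 and 0 doublets in these libraries.

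Seurat 5.3.0 in R 4.3.3 was used for log normalization, 3000 variable genes, integration of the adult runs with 2000 anchor genes, 50 principal components, 20 neighbours and Louvain clustering, with seed 1. Resolutions were 0.4 for all adult cells, 0.3 for adult epithelial cells, 0.3 for all explant cells and 0.5 for prostatic explant cells. Each cluster received the name whose marker genes, taken from the paper, had the highest mean z-score, and these marker genes are not reported as results in the adult cells. Numbers of cells were compared between treatments or days where the marker genes of a cluster differed by less than 1 log2 unit.

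For tests, UMI counts were summed per run and population, with at least 10 cells in each sum. edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) was used with Benjamini-Hochberg adjustment and a threshold of 0.05, and standard errors are the log2 fold change divided by the root of the F statistic. DESeq2 1.42.0 was the alternative. Within runs, the deviations of the paired sums from their group means correlated at 0.473, 0.346 and 0.349 for AP, 0.346, 0.365 and 0.264 for VP, and 0.450, 0.154 and 0.352 for Lum-D-like cells, and a block for run was an alternative. On simulated data with 200 changed genes, edgeR recovered 50.5% of them and 85% of those changed 4-fold, with 4.7% false calls, and DESeq2 recovered 49.5% and 81%, with 7.5% false calls. Genes named in the text are those the paper names for a comparison, and for each test the 3 largest and the 3 smallest log2 fold changes among genes past the threshold, changed the same way in every run, with a mean of at least 50 CPM and outside the marker genes.

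Separation of castrated cells is 0% where they are mixed at random with intact cells and 100% where none of their 20 neighbours is intact. Partition-based graph abstraction was run in scanpy 1.11.5, and other computations used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. AUCell was not used here, and its definition of the AUC was coded anew. Ranges over cells come from 1000 resamples.

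The sample table, the tests, the naming of clusters, the genes to name and the alternatives were fixed before the data were examined, apart from those listed here. Chosen after the data were seen were the nearest intact cells, the neighbours between days, the basal-like clusters by treatment, the separation within matched or thinned populations, the ratios within AP RFP+ cells, the natural-log fold changes, the sums without Lum-D-like cells and with thinned UMIs, and the analysis of *Xist* and Y-linked genes. Other splits of the samples were also chosen after the data were seen. So were 3 alternatives: the removal of the highest 6% of Scrublet scores, since Scrublet's own thresholds removed few cells; the same code with another numerical kernel of the linear algebra library; and keeping clusters with an *Epcam* UMI in most cells as epithelial. The clustering depends on that kernel although data, code and seed are the same, and after a first run without a set kernel, 1 kernel was set for all other computations before its results were seen. The naming rule called a cluster of 449 cells endothelial-like although most of them have an *Epcam* UMI, and the rule was kept. The alternatives fixed before were DESeq2, no low-count filter, library sizes without the 50 most abundant genes, a block for run, leaving out each run, at least 20 cells per sum, HTODemux rerun (quantiles 0.99 and 0.9), Scrublet, the limit of 7500 UMIs per cell, resolutions 0.6 and 1.0, no integration, no cell cycle regression, other numbers of neighbours, the 10% most highly expressed genes for the AUC, and lists without the marker genes. A value without a test counts as moved when it changed by more than the SD between runs, or without runs by more than its 95% range, or, where neither exists, by more than 1.5 times. Results for some of the genes the paper names are not reported here. Gene Ontology terms, immunostaining, organoids and lineage tracing were not analysed here, and DLP RFP+ cells were not tested because 1 run holds them.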

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

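The tests of other splits of the samples and of sums thinned by one factor were chosen only after the results were seen. The setting without the 50 most abundant genes was fixed before, but its use here to test an explanation came after.

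The difference between RFP+ and RFP- luminal-like cells was not the same in AP and VP, by edgeR's test of the interaction on intact cells of 3 runs. Of 9677 genes, 542 had an adjusted p under 0.05, with 322 more positive and 220 more negative in AP. Among genes with a mean of at least 50 CPM, the largest were *Sbspon* (6.34, standard error 0.87, adjusted p = 0.00160 from edgeR), *Gsta3* (5.91, standard error 0.71, adjusted p = 0.000852) and *Wnt4* (4.80, standard error 0.58, adjusted p = 0.000852), each in the same direction in 3 of 3 runs. The most negative were *Ren1* (-6.34, adjusted p = 0.0267 from edgeR), *Fgl1* (-3.40, standard error 0.68, adjusted p = 0.0129) and *Asns* (-2.94, standard error 0.30, adjusted p = 0.000212), also in 3 of 3 runs. *Asns* was at 29.9 CPM in AP RFP+, 179 CPM in AP RFP-, 45.1 CPM in VP RFP+ and 32.6 CPM in VP RFP- cells. *Gsta3* has close paralogs and *Ren1* varies between mouse strains, so these are less certain. With 1 run left out, *Ren1* ranged from -7.57 to -2.91 and *Fgl1* from -4.07 to -2.19, and each passed in 1 of these 3 fits. The listed barcode sequences of the VP populations of run 3 repeat those of its AP populations, so the labels of those sums are less certain. Run 2 carries much of the count: without it 9 genes passed, without run 3 70 genes and without run 1 374 genes, where 1167, 1479 and 1789 had an unadjusted p under 0.05. Of the 17 genes the paper names, 16 were tested and 0 passed, also when adjusted over the list alone; with run as a block 8 passed, among them *Runx1* (adjusted p = 0.0487 from edgeR).

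Of 100 splits of the samples, 3 gave as many genes, the real one included, and the other 2 gave 884 and 565 genes. Both of those exchange 2 of the 3 pairs of lobe labels among the RFP- sums, drawn across runs. They leave the RFP+ sums as they are, so they carry part of the difference between lobes. Without the 50 most abundant genes in the library size 538 genes passed, 537 of them among the 542. The median log2 fold change moved only from -0.0051 to -0.0076. Since this setting barely altered the normalization, it cannot decide whether a few abundant genes play a part. The sums differ in depth, with VP deeper than AP in some runs and shallower in others. With every sum thinned to the lowest total, 195 genes passed. Unequal depth and the loss of UMIs cannot be told apart in that count, because thinning changes both at once. Sums thinned to equal totals gave a mean of 158 genes (129 to 208 over 10 draws) and sums thinned by one factor to as many UMIs 112 (97 to 132), a direction that goes against unequal depth. It remains open because this comparison does not hold power equal: sums thinned by one factor had as few as 101226 UMIs and sums thinned to equal totals at least 553147.

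A candidate explanation is the composition of the sums, since most Lum-D-like cells are AP RFP+ cells. Without Lum-D-like cells 12 genes passed, against 61 to 711 (mean 299) in 10 random draws of as many cells, and in AP alone 2 genes passed, against 698 to 1623. Some of these sums fall under the minimum of 10 cells, and Lum-D-like cells are defined from the same counts, so this remains a hypothesis. Whether RFP+ cells of the same cluster differ between lobes was not tested.

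In 1 of 10 splits each, the real one, as many genes passed as in the comparisons of AP, of VP and of Lum-D-like cells, and a design of 3 against 3 sums cannot give a lower share, which alone keeps grouping by chance open. No other split gave a gene past the threshold. At an unadjusted p under 0.05 the other splits gave at most 421 genes in AP and 505 for Lum-D-like cells, far below the 3184 and 4518 of the real splits, but up to 760 in VP, above the 495 of the real split.

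*Xist* (chromosome X, 103460366 to 103483254, GRCm38), which the paper does not discuss, had at least 3 UMIs in 1895 of 5198 assigned explant cells (36.5%). By day, the share was 36.7%, 42.6%, 26.1% and 39.5% on days 0, 1, 3 and 6. Free RNA in the droplets is argued against: of the cells with at least 3 *Xist* UMIs, 17.5% held a UMI of *Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty*, against 85.6% of cells without *Xist* UMIs. On days 0, 1, 3 and 6 the first share was 38.9%, 25.4%, 15.6% and 9.63%, against 89.15%, 84.9%, 87.3% and 83.8%. In C1-like cells it was 51.7% against 86.5%. The argument is therefore weaker for the cells of days 0 and 1. A mixture of embryos of both sexes in the pools is a candidate explanation, and the sex of the embryos is not among the sample descriptions used here.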

How the results depend on the processing

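The removal of the highest 6% of Scrublet scores, the other numerical kernel and keeping clusters with *Epcam* in most cells were chosen after the data were seen, and the cause was not tested for any change below unless it is given.

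Without 1 run, from 856 to 1691 genes passed in AP (main 2205), from 0 to 63 in VP (24), from 9 to 374 in the interaction (542) and from 1703 to 3562 for Lum-D-like cells (3470), and the lowest count was without run 2 in each, shared in VP with run 3. The VP counts of 0 had 288 and 254 genes at an unadjusted p under 0.05. Fewer sums per group lower the power of these tests by construction. With the limit of 7500 UMIs per cell, 69 genes passed in AP and 356 for Lum-D-like cells, of 2972 and 2263 tested, 1345 cells were assigned and 1171 were epithelial, since that limit removes cells and genes, and the AP sums fell to 2 runs in 1 group. The same limit gave 74.8% for the AP RFP+ share of Lum-D-like cells, 59.1% for the separation of luminal-like cells and a connectivity of 0 between Lum-D-like and Lum-E-like cells, which was 0.0884 with 20 neighbours, and *Nupr1* in Lum-D-like cells reversed to 4.69.

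In VP, 66 genes passed with DESeq2, 204 without a low-count filter, 153 with run as a block (a model of the pairing of the sums), 48 without the highest 6% of Scrublet scores and 0 with HTODemux rerun, where 369 had an unadjusted p under 0.05. In the interaction, 842 genes passed without a filter, 323 without Scrublet's predicted doublets and 1281 with run as a block, and all 542 genes were among the latter. With DESeq2, the median log2 fold change of all genes in the interaction was 0.27. *Nupr1* in Lum-D-like cells reversed to 1.24 with the 3 clusters summed separately.

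With HTODemux rerun, the AP RFP+ share was 82.0%, the separation 75.1% in luminal-like and 57.6% in basal-like cells, the distance ratio of Lum-D-like cells 1.24, *Psca* in C2-like cells 1.63 and the "Lum-D" AUC there 0.272. The *Runx1* difference between Lum-D-like and Lum-B-like cells was 4.64 without the highest 6% of Scrublet scores. The distance ratio was 1.28 at a resolution of 0.6 and 1.30 with clusters kept by *Epcam*, where 430 genes passed in the interaction and the separation of basal-like cells was 68.9%. Without cell cycle regression, *Psca* in C2-like cells was 1.55 and the AUC 0.266. The AUC was 0.428 for the 10% most highly expressed genes and 0.309 without the marker genes. The day 6 share of C4-like cells was 19.0% with HTODemux rerun, 15.4% without cell cycle regression and 15.2% at a resolution of 1.0, and that of C6-like cells was 29.8% without cell cycle regression.

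With the other numerical kernel, and the same data, code and seed, *Psca* in C2-like cells was 1.72, the AUC 0.281 and the day 6 share of C6-like cells 35.8%, while 624 genes passed in the interaction. So the clusters, and the counts that rest on them, are less exact than the rules for sampling error show.

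Over all alternatives, 318 of 369 described values stayed and 51 moved, and of 491 values for named genes 458 stayed, 25 became weaker, 6 stronger and 2 reversed. The limit of 7500 UMIs per cell gave no value for the VP test, the interaction, the VP shares of Lum-C-like and Lum-F-like cells, the nearest intact cells or the connectivity of Lum-E-like and Lum-F-like cells, and no value came for Lum-C-like cells without integration or for C3-like and C5-like cells without cell cycle regression. Scrublet's own threshold removed 0 explant cells, so it says nothing about the explant results. The VP RFP- sum of run 1 held 10 cells, which limits what VP can show.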

Differences from the paper's values

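No test here was chosen after the result was seen, apart from the natural-log fold changes, the basal-like clusters, the separations and the ratios within AP RFP+ cells. Of the values computed for numbers the paper shows, 1 differed by the limits applied: the C7-like population had 733 cells, against about 470 read from a figure for C7, and the cause was not tested.

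The paper states that *Krt4* did not vary between intact and castrated Lum-D cells; here it fell by 1.15 on the log2 scale (-1.95 to -0.49) in castrated cells of run 2. The paper states the same for *Runx1*, and its Supplementary file 3 lists *Runx1* as higher in castrated cells; here the log2 ratio was 0.53 (0.01 to 1.03), and 0.50 (-0.13 to 0.96) within AP RFP+ cells, so a difference is not shown within that population. The paper describes basal cells of both treatments as grouped together, in contrast to luminal cells. Here castrated basal-like cells were 70.0% of the way to full separation, against 80.1% in luminal-like cells. With 50 neighbours the basal-like separation was 70.9%. An intact cell was then among the neighbours of 95.05% of castrated basal-like and 36.14% of castrated luminal-like cells. Neighbours within 1 compartment are another measure than joint clustering, so the contrast the paper draws is not contradicted.

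In the explants, the paper places *Dcn*, *Apoe* and *Vcan* in C5 and C6; here *Vcan* was at 1.19 in C8-like and 0.936 in C7-like cells against 0.651 in C5-like cells, and *Dcn* was at 1.32 in C4-like against 0.566 in C5-like cells, while C6-like cells had the highest means of both genes (1.33 and 1.77). The limit of 7500 per cell is given in UMIs in the text, and with that limit 615 cells of run 1 remained, whereas a limit in genes left 1891, the number the paper gives in its Supplementary file 1. The clustering here gave 11 epithelial clusters, of which 5 were basal-like, more than the paper describes.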

Other observations

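The tests within matched populations were written before their results but after the patterns were seen, and the test of UMIs in C5-like cells was chosen only after the result was seen.

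Castrated basal-like cells of run 2 lay apart from intact ones. Different lobes and RFP fractions are argued against, since within AP RFP+ cells the separation was 84.4% of the way (82.0% to 87.9% over 50 draws). So are fewer UMIs per castrated cell (medians of 4975 and 8708 UMIs), since it was 87.9% with these cells thinned to 2000 UMIs. Separately sorted pools as such are argued against by intact AP RFP+ and RFP- cells, at -5.9% (-15.1% to 4.7%), but these came from the same mice. Castrated and intact mice were separate pools, so the effect of castration and a difference between pools of mice remain open, and a response of basal cells to castration is a hypothesis.

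*Krt4* was lower in castrated Lum-D-like cells, of which fewer were AP cells. Within AP RFP+ cells alone (80 intact and 15 castrated) the log2 ratio was -0.92 (-1.97 to -0.10), which argues against a change of lobes as the whole cause. No replicate of this comparison exists.

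C5-like cells had at least 3 *Xist* UMIs in 5.4% of cells (2.5% to 11.2%), against 37.5% of other prostatic cells, and on day 6 in 5.2% against 41.3%. Fewer UMIs are argued against, since the median was 13703 in C5-like and 13109 in other prostatic cells of day 6. Y-linked UMIs went the other way, in 83.0% of C5-like against 60.2% of other prostatic cells, and on day 6 in 83.3% against 52.3%. These values leave a larger share of cells from male embryos open. No biological explanation was tested, and the embryos of the pools are not told apart in the sample descriptions used here.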
